# RAP1 Protects from Obesity through Its Extratelomeric Role Regulating Gene Expression

**DOI:** 10.1016/j.celrep.2013.05.030

**Published:** 2013-06-20

**Authors:** Paula Martínez, Gonzalo Gómez-López, Fernando García, Evi Mercken, Sarah Mitchell, Juana M. Flores, Rafael de Cabo, Maria A. Blasco

## Abstract

RAP1 is part of shelterin, the protective complex at telomeres. RAP1 also binds along chromosome arms, where it is proposed to regulate gene expression. To investigate the nontelomeric roles of RAP1 in vivo, we generated a RAP1 whole-body knockout mouse. These mice show early onset of obesity, which is more severe in females than in males. *Rap1*-deficient mice show accumulation of abdominal fat, hepatic steatosis, and high-fasting plasma levels of insulin, glucose, cholesterol, and alanine aminotransferase. Gene expression analyses of liver and visceral white fat from *Rap1*-deficient mice before the onset of obesity show deregulation of metabolic programs, including fatty acid, glucose metabolism, and PPAR*α* signaling. We identify *Pparα* and *Pgc1α* as key factors affected by *Rap1* deletion in the liver. We show that RAP1 binds to *Pparα* and *Pgc1α* loci and modulates their transcription. These findings reveal a role for a telomere-binding protein in the regulation of metabolism.

## INTRODUCTION

Mammalian telomeres are composed of tandem repeats of the TTAGGG sequence bound by a specialized protein complex known as shelterin, which protects chromosome ends and regulates telomerase activity (Blasco, 2007; Celli and de Lange, 2005; Chin et al., 1999; d’Adda di Fagagna et al., 2003; de Lange, 2005; Karlseder et al., 1999; Martínez and Blasco, 2010, 2011; Palm and de Lange, 2008; Takai et al., 2003; Tejera et al., 2010; van Steensel et al., 1998). The shelterin complex is composed of six core proteins: TRF1, TRF2, TIN2, POT1, TPP1, and RAP1 (de Lange, 2005). TRF1, TRF2, and POT1 bind directly to telomeric DNA repeats, with TRF1 and TRF2 binding to telomeric double-stranded DNA and POT1 to the 3′ singled-stranded G overhang. TIN2 is able to bind TRF1 and TRF2 through independent domains and to recruit the TPP1-POT1 complex, bridging the different shelterin components (Chen et al., 2008; Kim et al., 2004; Ye et al., 2004). RAP1 binds to telomeric repeats through its interaction with TRF2 (Celli and de Lange, 2005; Li and de Lange, 2003; Li et al., 2000) and protects from telomere fragility and recombination, although it is dispensable for telomere capping (i.e., protection from telomere fusions) (Martinez et al., 2010; Sfeir et al., 2010).

Interestingly, RAP1 is conserved from budding yeast to humans (Li et al., 2000; Shore and Nasmyth, 1987). In budding yeast, scRap1 is the major binding activity at telomeres where it controls telomere length and the establishment of subtelomeric silencing through recruitment of the Sir proteins (Carmen et al., 2002; Hecht et al., 1995; Imai et al., 2000; Kyrion et al., 1993; Marcand et al., 1997; Tanny et al., 1999). Besides its role at telomeres, scRap1 also acts as a transcription factor by controlling the expression of glycolytic enzymes and ribosomal genes, hence its name *R*epressor *a*ctivator *p*rotein 1 (Buchman et al., 1988; Capieaux et al., 1989).

These extratelomeric roles of scRap1 in silencing and in modulating transcription were recently found to be conserved in mammals (Martinez et al., 2010). In particular, by using chromatin immunoprecipitation sequencing (ChIP-seq), we recently demonstrated that mouse RAP1 binds in vivo to telomeric repeats as well as throughout chromosome arms, preferentially by recognition of the (TTAGGG)_2_ consensus motif (Martinez et al., 2010). Nontelomeric RAP1-binding sites are enriched at subtelomeric regions where RAP1 contributes to repression of subtelomeric genes (Kyrion et al., 1993; Martinez et al., 2010; Yang et al., 2009). Interestingly, a significant proportion of the extratelomeric RAP1-binding sites are associated with genes deregulated upon *Rap1* deletion, suggesting a role for RAP1 in transcriptional regulation (Martinez et al., 2010). Intriguingly, gene set enrichment analysis (GSEA) of *Rap1* null mouse embryonic fibroblasts (MEFs) revealed deregulation of pathways involved in cell adhesion and metabolism, including the peroxisome proliferator-activated receptor (PPAR) pathway (Martinez et al., 2010).

Nutrient metabolism and energy homeostasis are tightly controlled by numerous regulatory systems involving specific transcription factors. The PPARs are ligand-activated transcription factors that belong to the superfamily of nuclear hormone receptors and play a key role in nutrient homeostasis (Kersten et al., 2000). Mounting evidence supports a link between the PPARs and diabetes, obesity, dyslipidemia, and inflammation. The PPAR family consists of PPARα, PPARδ (also known as PPARβ), and PPARγ. Ligand-induced activation of PPARs controls the expression of genes involved in energy homeostasis, lipid and lipoprotein metabolism, carbohydrate metabolism, and inflammation (Kidani and Bensinger, 2012). In particular, PPARα is a key regulator of hepatic fatty acid metabolism through direct transcriptional upregulation of genes involved in peroxisomal and mitochondrial β-oxidation pathways, fatty acid uptake, and triglyceride metabolism, especially during fasting (Sanderson et al., 2010). PPARα also has pleiotropic anti-inflammatory and antiproliferative effects. Indeed, synthetic PPARα agonists are used to treat dyslipidemia and to reduce cardiovascular disease and its complications in patients with metabolic syndrome (Lefebvre et al., 2006).

Here, we report that RAP1 plays a role in metabolism through regulation of the PPARα and PGC1α genes. In particular, we show that binding of RAP1 to *Pparα* and *Pgc1α* loci is required for proper *Pparα* and *Pgc1α* transcriptional activation. In the absence of RAP1, PPARα and PGC1α levels are decreased leading to deregulation of several of their target genes and the subsequent deregulation of metabolic pathways involved in energy homeostasis. These molecular defects result in the development of obesity in *Rap1*-deficient mice, which is aggravated with increasing age. Similar to *Pparα*- and *Pgc1α*-deficient mice (Akiyama et al., 2001; Costet et al., 1998; Kim et al., 2003; Lee et al., 1995; Leone et al., 2005), fat accumulation is more pronounced in *Rap1*-deficient females than in males, and they develop pathologies that are reminiscent of metabolic syndrome in humans, further supporting that RAP1 and PPARα are in the same pathway for regulation of metabolism.

## RESULTS

### Generation of Whole-Body *Rap1*-Deficient Mice

To study the nontelomeric roles of RAP1 in the adult organism, we generated a whole-body constitutive *Rap1* knockout mouse, *Rap1*^−/−^, by crossing *Rap1^flox/flox^* mice (Martinez et al., 2010) with transgenic mice carrying the *cre* recombinase under the control of the adenovirus *EIIa* promoter, which targets expression of the *cre* to the early stages of embryonic development, oocytes, and preimplantation embryos (Experimental Procedures). By using this strategy, the resulting gene alterations are genetically fixed and passed onto the progeny (Lakso et al., 1996).

### *Rap1*-Deficient Mice Are Viable but Show an Early Onset of Obesity

*Rap1*-deficient mice were born at the expected Mendelian ratios indicating absence of embryonic lethality. Moreover, *Rap1*-deficient mice showed a normal median survival compared to wild-type controls (Figures S1A–S1C). These findings indicate that RAP1 is dispensable for embryonic development and adult viability, in accordance with normal telomere capping in the absence of Rap1 (Martinez et al., 2010; Sfeir et al., 2010).

Interestingly, *Rap1*-deficient mice showed a significant increase in the rate of body weight gain compared to wild-type controls under the same feeding conditions (standard mouse chow diet ad libitum; Experimental Procedures) (Figures 1A and 1B). At 10–20 weeks of age, *Rap1*-deficient males showed a 10%–15% increase in body weight compared to wild-type males, and this increased body weight was maintained throughout their lifespan (Figure 1B). This phenotype was more severe in *Rap1*-deficient females, which showed a progressive increase in body weight with time, reaching a 30% increase in body weight compared to wild-type females at 80–90 weeks of age (Figures 1A–1C). The increased body weight of *Rap1*^−/−^ adult mice (35–60 weeks old) cannot be attributed to differences in daily food intake or output (Figure 1D, right panel). Indeed, at a younger age (5 weeks old), *Rap1*^−/−^ females showed a significantly lower food intake compared to wild-type controls (Figure 1D, left panel). Together, these findings indicate that *Rap1* deletion leads to an early onset of obesity, which is more pronounced in females than in males, and cannot be attributed to a higher food intake.

We next determined whether increased body weight in *Rap1*-deficient mice could be due to differences in energy expenditure (EE). To this end, we performed indirect calorimetry analysis in 8-to 12-week-old mice from both genotypes. We found no significant differences between genotypes in EE, oxygen consumption, or locomotor activity, both in males and females (Figures 1E, 1F, S1D, and S1E). Instead, we found a significant lower respiratory exchange rate (RER) in *Rap1*-deficient females compared to wild-type females in both light and dark cycles (Figure 1F). These differences could not be attributed to different body contents because the ratio lean/fat was similar in both groups of females as measured by nuclear magnetic resonance (NMR) (Figure 1G). A lower RER suggests that more fat is being used as energy source.

In order to assess whether there was an effect of *Rap1* deficiency in fatty acid mobilization, we analyzed circulating free fatty acids and ketone bodies, the by-product of fatty acid oxidation (Kersten et al., 1999). Interestingly, we found that young *Rap1*-deficient females show significant higher levels of both free fatty acids and ketone bodies compared to wild-type controls (Figure 1G), in agreement with the lower RER values. This effect, however, was not observed in older females subjected to different types of diets, which were obese (see Figure 4F). Plasma glucose levels were similar between genotypes (Figure 1G).

### *Rap1*-Deficient Mice Accumulate More Fat in Visceral Tissues and Show Signs of Liver Steatosis and Inflammation

To determine the origin of the increased body weight, we performed dual-energy X-ray absorptiometry (DXA), which allows quantification of whole-body fat mass and of the fat-to-lean ratio. We found that *Rap1*^−/−^ mice had a significant relative increase in fat mass at 30 weeks of age in the absence of differences in the bone mass index or in lean mass compared to wild-type controls (Figures 2A and 2B). Fat accumulation was more pronounced in *Rap1*-deficient females than in males (Figures 2A and 2B). In particular, at 30 weeks of age, *Rap1*-deficient males and females presented a 34% and a 40% fat mass relative to lean mass, respectively, compared to 25% and 18% in age-matched wild-type males and females, respectively. Similar results were obtained in older (55 weeks old) mice (data not shown).

We confirmed these findings by determining the relative weight of fat and lean in different tissues. We observed a significant increase in subcutaneous, gonadal, perirenal, and brown fat mass relative to total body weight in *Rap1*-deficient females compared to wild-type controls (Figures 2C and 2D). We did not observe, however, significant differences in the weight of liver, spleen, and kidney (Figures 2C and 2D). Of note, we noticed accumulation of white fat also around brown fat in *Rap1*-deficient mice, which was coincidental with larger intracellular lipid droplets in brown fat tissues (Figures 2D and 2E). In addition, F4/80 staining of liver and white fat sections showed more abundant macrophage infiltrates in *Rap1*-deficient samples compared to the wild-type controls (Figure 2E), indicative of increased inflammation. Hematoxylin and eosin staining (H&E) of white fat and liver sections revealed a larger size of adipocytes and of hepatic lipid deposits, respectively (Figure 2E). Oil red O staining of liver sections confirmed accumulation of large lipid droplets suggestive of liver steatosis (Figure 2E). The oil red O-stained area per section was significantly higher in *Rap1*-deficient livers compared to wild-type controls (Figure 2F). Finally, whereas we found similar amounts of liver triglycerides in young (10 weeks old) females of both genotypes, older *Rap1*-deficient females (35 weeks old) showed a significant 5-fold increase in liver triglycerides compared to wild-type controls, further indicative of liver steatosis (Figure 2G). The adipocyte mean area in abdominal fat depots was also significantly larger in *Rap1*^−/−^ females compared to wild-type controls, indicating that fat accumulation is due to both higher numbers and larger adipocytes (Figure 2H).

### *Rap1*-Deficient Mice Are Glucose Resistant and Show Some Signs of Metabolic Syndrome

To dissect the physiological defects leading to increased body weight in *Rap1*-deficient mice, we tested their ability to respond to glucose and insulin. To this end, we performed glucose and insulin tolerance tests (GTTs and ITTs, respectively) on 35- to 50-week-old females. We found that *Rap1*-deficient females are glucose resistant compared to wild-type controls but show a normal response to exogenously administered insulin (Figure 2I). In particular, the area under the curve (AUC) values for the GTT assays were significantly higher in *Rap1*-deficient females compared with wild-type controls (Figure 2J). Analysis of fasting glucose and insulin levels in a total of 16 mice per genotype at 20–60 weeks of age showed significant higher levels of both glucose and insulin in *Rap1*-deficient mice (Figure 2K). The derived insulin resistance and insulin sensitivity indices, *ho*meostatic *m*odel *a*ssessment (HOMA-IR) and *qu*antitative *i*nsulin sensitivity *c*hec*k i*ndex (QUICKI), respectively, revealed a worsened insulin resistance and decreased insulin sensitivity in *Rap1*-deficient females (Figure 2K). Insulin levels were normal in young 10-week-old females of both genotypes before the onset of obesity, indicating that the glucose-resistance phenotype appears later in life concomitantly with the increased body weight (Figure 2L).

In humans, increased body mass (i.e., central obesity), fatty liver, and increased fasting plasma glucose levels are indicative of metabolic syndrome, a condition associated with increased visceral fat, inflammation, and severe cardiovascular problems (Byrne et al., 2009). To address whether *Rap1* deficiency was leading to features of metabolic syndrome in mice, we performed full histopathological analysis of *Rap1*-deficient females at their time of death (Experimental Procedures). We observed large accumulations of subcutaneous and abdominal fat, as well as increased pericardial fat in *Rap1*-deficient females compared to the wild-type controls (Figure 3A). Furthermore, *Rap1*-deficient mice showed macrophage infiltrates in white fat, brown fat, and in the liver, indicative of inflammation (Figure 3B). Lipidosis was also observed in kidneys, although to a lower extent than in the liver (Figure 3B). Hepatic steatosis in *Rap1*-deficient females was manifested by abundant and large lipid deposits in liver sections that in some cases could be readily detected macroscopically by the enlarged size and pale-yellow appearance of the liver (Figures 3A and 3B). Indeed, full histopathological analysis at the time of death revealed that 50% of both male and female *Rap1*-deficient mice showed severe hepatic steatosis and inflammation, a condition that is clinically known as nonalcoholic steatohepatitis (NASH) (Figure 3C). Centrilobular vein congestion was also observed in *Rap1*-deficient livers indicative of cardiopathologies (Figure 3B) (Shibayama, 1987). Indeed, histopathological heart examination revealed increased left ventricular diameter and increased interventricular septum thickness in *Rap1*-deficient mice (Figures 3D and 3E). Of note, we found a similar mouse survival and normal tumor incidence in both genotypes although males showed a trend towards a lower survival (Figure S1A–S1C and S2A). Together, these findings indicate that *Rap1*-deficient mice develop pathologies, some of which are reminiscent of those associated with metabolic syndrome in humans.

Finally, we set out to address whether altered brown adipose tissue (BAT) activity could also contribute to the phenotypes of *Rap1*-deficient mice. BAT plays a role in total energy homeostasis and body weight regulation by dissipating excess energy by the so-called adaptive thermogenesis (Lowell et al., 1993). To this end, we measured glucose uptake in brown fat by PET in a set of adult wild-type and knockout animals. However, no differences in glucose uptake between genotypes could be detected, suggesting the absence of metabolic deregulation in *Rap1*-deficient brown fat (Figures S2B and S2C).

### High-Fat Diet Further Aggravates Obesity and Diabetes in *Rap1*-Deficient Females

To further understand the origin of obesity and liver steatosis associated with *Rap1* deficiency, we subjected 4-week-old *Rap1^+/+^* and *Rap1*^−/−^ males and females to high-fat diet (HFD) and followed weight gain in a longitudinal manner (weekly measurements) (Experimental Procedures). In males, the HFD resulted in a 10% increase in body weight compared to wild-type controls, although the difference was not significant (Figure 4A). Interestingly, *Rap1*-deficient females showed a faster rate of weight gain compared to wild-type controls from the start of the treatment. In particular, 10 weeks after placement on a HFD, *Rap1*-deficient females gained approximately 35% more weight than wild-type females, and this difference was maintained or increased throughout the treatment (Figures 4A and 4B). In particular, whereas weight increase in wild-type females fed a HFD was approximately 30% higher compared to wild-type mice fed a standard diet, knockout females fed a HFD presented as much as a 70% higher weight gain than wild-type-females fed with a standard diet (Figures 4A and 4B). Interestingly, *Rap1*-deficient females fed with a standard diet gained weight at the same rate as wild-type females fed with a HFD (Figures 4A and 4B), suggesting that the magnitude of the metabolic changes associated with *Rap1* deficiency in female mice is similar to those induced by a HFD. The increased body weight of *Rap1*^−/−^ females fed a HFD could not be attributed to differences in daily food intake or output (Figure 4C).

Next, we performed GTTs and ITTs 20 weeks after placement on a HFD in both genotypes. We found that *Rap1*-deficient females are significantly more glucose resistant than wild-type females on the same diet, whereas no significant differences were observed in males (Figure 4D). In agreement with this, the AUC values revealed a significantly worse glucose tolerance in the *Rap1*-deficient females on a HFD compared to wild-type controls on the same diet (Figure 4E). Upon injection of insulin, HFD-fed animals were almost unresponsive to insulin not being able to remove glucose from blood. However, both male and female wild-type and *Rap1*-deficient mice showed similar ITT curves (data not shown), indicating that HFD affects the response to insulin independently of RAP1.

In order to further understand the metabolic effects of RAP1 abrogation, we analyzed a number of metabolic parameters in the plasma of mice subjected to either a standard diet or a HFD, in fed state or after 16 hr fasting (Figure 4F). We found that *Rap1*-deficient females on both standard diet and HFD showed significantly increased levels of alanine aminotransferase (ALT) compared to wild-type females, indicative of liver dysfunction. Indeed, the ALT levels present in fasted *Rap1*-deficient females on both diets correspond to a grade 2 of hepatotoxicity (126–250 U/l) (Lenaerts et al., 2005). Of note, *Rap1*-deficient females on a standard diet showed higher ALT levels than wild-type controls on a HFD, again indicating the magnitude of the metabolic defects associated with *Rap1* deficiency. Cholesterol levels were also significantly higher in fasted *Rap1*-deficient females compared to wild-type controls on both diets (Figure 4F). In the case of males, we did not find any differences between genotypes, although both ALT and cholesterol levels were significantly elevated in mice on a HFD compared to standard diet (Table S1).

No differences in the levels of free fatty acids, ketone bodies, and triglycerides were found between genotypes (Figure 4F). Similarly, no differences in the levels of lactate, creatinine, total proteins, albumin, urea, phosphorous, and calcium between both genotypes could be detected, indicating no kidney dysfunction (Table S1).

### Metabolic Alterations in *Rap1*-Deficient Tissues Occur in the Absence of Changes in Telomere Length and in the Absence of Telomere Damage

Telomere dysfunction owing to extreme telomere shortening is proposed to induce metabolic and mitochondrial compromise (Sahin et al., 2011). In particular, late-generation telomerase-deficient mice show a p53-dependent transcriptional repression of *Pgc1α* and *Pgc1β* and the subsequent downregulation of several of their target genes (*Nrf1, Errα, Tfam*, and *Pparα*), as well as downregulation of members of the oxidative phosphorylation (OXPHOS) pathway (ATP synthase, cytochrome C, and cytochrome C oxidase) (Sahin et al., 2011). In order to address whether the metabolic changes observed in *Rap1*-deficient mice could be the indirect consequence of defects in telomere length homeostasis, we performed quantitative telomere fluorescence in situ hybridization (Q-FISH) analysis on liver and brown fat sections from both genotypes. Telomere fluorescence was similar in liver and brown fat tissues from both genotypes (Figure 5A), indicating that the metabolic changes associated with *Rap1* deficiency are not due to abnormal telomere length.

We next determined the expression levels of *Pgc1β, p53, Nrf1, Errα, Tfam, CytC, and ATPsyn* by qPCR in liver tissue from both genotypes (Figure 5B). In contrast to repression of these genes in late-generation telomerase-deficient mice, we did not find significant changes in their expression in *Rap1*-deficient livers compared to controls (Figure 5B), in line with normal telomere length in *Rap1*-deficient livers. Also in accordance with normal telomere length, we did not find increased telomere damage in liver as indicated by γH2AX and 53BP1stainning (Figure 5C).

### RAP1 Deficiency Affects Metabolic Transcriptional Networks before the Onset of Obesity

We previously reported that RAP1 binds throughout chromosome arms where it is proposed to regulate transcription (Martinez et al., 2010). In order to address whether obesity, diabetes, and other metabolic phenotypes provoked by *Rap1* deficiency could be explained by defined transcriptional changes, we studied gene expression profiles of liver, gonadal white fat, and gastrocnemius muscle from mice from both genotypes. To rule out that the expression changes could be secondary to the obesity phenotype, we performed the gene expression studies before the onset of obesity. To this end, we used young females (10 weeks old) with a similar mean body weight of around 19 g in both genotypes. GSEA of liver showed alterations in many metabolic pathways (Figure S3A; Table S2). In particular, fatty acid metabolism, androgen and estrogen metabolism, biosynthesis of steroids, pyruvate metabolism, and PPAR signaling pathway were significantly deregulated in the liver of *Rap1*-deficient females. In gonadal white fat, *Rap1*-deficient mice showed an enrichment of inflammation/immunity and cell adhesion/cell-cell interaction networks (Figure S3B; Table S3). Similarly, metabolic pathways, such as OXPHOS and PPAR signaling pathways, also showed an enriched signature in wild-type gonadal fat (Figure S3B; Table S3). In contrast, GSEA of muscle did not render any significantly deregulated pathway, suggesting that the RAP1-mediated metabolic phenotype does not stem from transcriptional deregulation in muscle (data not shown). In agreement with this notion, we did not find differences in the abundance of type I (high oxidative potential) and type II (low oxidative potential) fibers in the gastrocnemius muscle (Lin et al., 2002). We also found a similar succinate dehydrogenase (SDH) staining in the gastrocnemius of young females (8 weeks old) from both genotypes (Figures S2D and S2E), thus indicating that metabolic phenotypes associated with *Rap1* deficiency are not mediated by the muscle.

We further confirmed deregulation of key metabolic pathways in older females at the onset of obesity by using both transcriptome and proteome analyses (Experimental Procedures). In particular, we studied wild-type and *Rap1*-deficient females at 34 weeks of age, with mean body weights of 24 and 36 g, respectively. 

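Liver RNA of 3 *Rap1*-deficient females and 3 wild-type females was compared on 4 Agilent 2-colour mouse expression arrays, each carrying both genotypes, 1 labelled with Cy5 and the other with Cy3. On the arrays of replicates 1, 2 and 3, the *Rap1*-deficient liver carried Cy5. On the dye-swapped array, taken from its number as the swap of replicate 1, it carried Cy3. The paper gives the age of these females as 34 weeks, whereas the sample labels give 30 weeks and no sex. The labels give RNA integrity numbers between 6.6 and 8.7, not split by genotype.
The authors deposited the spot intensities of each scan. Their median intensities were background-corrected by normexp with an offset of 50 and normalized by loess within each array, and the ratios were turned so that each reads *Rap1*-deficient over wild-type. The 2 arrays of replicate 1 were averaged, which left n = 3 pairs of livers. Of 55681 probes, 27509 (49.4%) were well above background on every array in at least 1 genotype and were tested with limma at a Benjamini-Hochberg FDR under 0.15. Between 50.1% and 55.1% of spots were well above background in Cy3 and between 52.1% and 56.4% in Cy5, and the number of arrays limits the precision. Gene lists were tested with camera against all other genes, at an adjusted p under 0.05 over 52 lists. They and the rule for the genes named were written before the data were examined, but after the values of Table S4, which come from these arrays, had been read.
The 3 arrays with the *Rap1*-deficient liver in Cy5 correlated with each other at r = 0.64 to 0.85 across the tested probes, which are not independent replicates. The dye-swapped array correlated with them at r = -0.24, -0.29 and -0.27 after its sign was turned. Its log2 ratios had an SD of 0.24, against 0.48 to 0.51 on the other 3 arrays. The value on the dye-swapped array is therefore given beside many of the results.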

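RAP1 is encoded by *Terf2ip*. Its probe A_52_P381806 was well above background on all 4 arrays in wild-type liver and on 0 of 4 in *Rap1*-deficient liver. Its expression was at least 3.33-fold lower in *Rap1*-deficient liver (adjusted p = 0.00859 from limma, n = 3 pairs), with log2 ratios of -1.74, -1.92 and -1.91 on replicates 1, 2 and 3 and -1.68 on the dye-swapped array. This bound sets the mean wild-type channel against the lowest signal among probes well above background on each array and is open to dye bias. Another *Terf2ip* probe, A_55_P2094079, was higher, with a log2 fold change of 0.96 (standard error 0.09, adjusted p = 0.0329) and 0.72 on the dye-swapped array. Its place relative to the deleted part of the gene is not given in the sources used here, and a probe outside that part checks nothing.
*Cd36*, a fatty acid transporter, rose by a log2 fold change of 2.80 (standard error 0.14, adjusted p = 0.00859) and had a log2 ratio of 1.15 on the dye-swapped array. It was the exception among the 12 named genes with the largest increases. The other 11 had negative ratios there, among them *Mgst3*, a glutathione transferase, with a log2 fold change of 3.14 and -0.75 on the dye-swapped array, *Pdia4*, a protein disulfide isomerase, with 2.86 and -1.50, and *Idh1*, an isocitrate dehydrogenase, with 2.83 and -0.77. Of the 12 genes with the largest decreases, 11 had negative ratios on the dye-swapped array too. They were led by the serpin pseudogene *Serpina4-ps1* (-3.22, standard error 0.10), the sulfotransferase *Sult3a1* (-2.23, standard error 0.23) and the organic anion transporter *Slco1a1* (-2.19, standard error 0.09), which was well above background on 1 of 4 arrays in *Rap1*-deficient liver. *Cish*, a feedback inhibitor of cytokine signalling, fell by 2.00 on the log2 scale (standard error 0.32), with -1.75 on the dye-swapped array. *Enpep*, with a log2 fold change of -1.51, had a ratio of 0.20 there.
In all, 9488 of 27509 probes (34.5%) passed the test, 5717 higher and 3771 lower, with 8224 distinct names. The ratio on the dye-swapped array had the same direction for 3437 of them (36.2%). Of the 671 probes in the paper's Table S4, all 671 had the listed direction here (r = 0.996 across probes), and 660 of the 666 tested passed. On the dye-swapped array, 126 of its 497 probes listed as up were higher and 160 of its 174 listed as down were lower. A dye term over the 4 arrays left 1844 probes (1268 higher, 576 lower), the dye-swapped array taken as a replicate of its own left 83, and the numbers without replicate 2 and without replicate 3 were 7 and 2751. Of the 66 named genes that passed, 51 also passed with the dye term and 19 with the dye-swapped array as a replicate of its own. Without replicate 2, 4 passed, *Cd36*, *Serpina4-ps1*, *Slco1a1* and *Cyp3a44*. Of these, *Cd36* did not pass with the dye-swapped array as its own replicate (adjusted p = 0.167). All 12 genes with the largest increases passed with the dye term, although 11 were negative on the dye-swapped array. Passing with it therefore does not show the same direction there. Of the changed probes, 60.3% were higher, against 87.7% with median centring, 49.3% with Agilent's processed signals and 45.3% with the authors' value table.

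**Figure D1:**
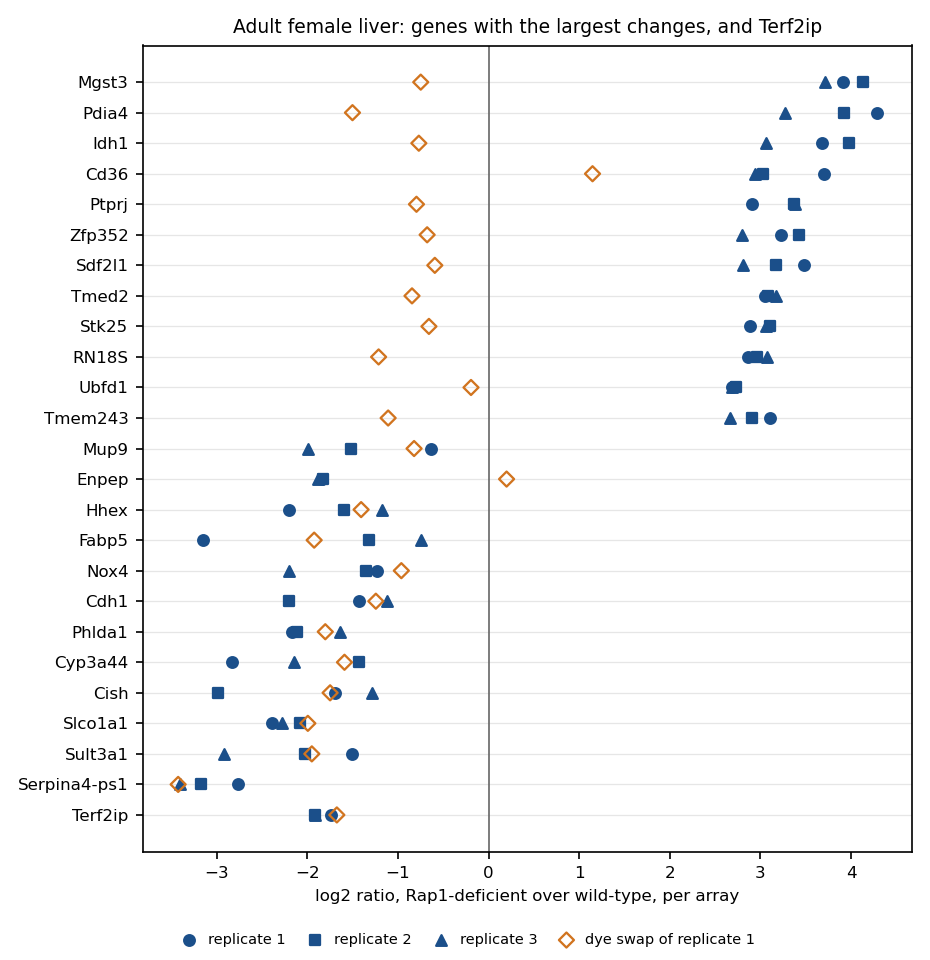
Log2 ratio (*Rap1*-deficient over wild-type) of the 12 named genes with the largest increases and the 12 with the largest decreases, 1 point per array. On the dye-swapped array of replicate 1, *Cd36* sits at 1.15, the other 11 genes with increases lie below 0, and *Serpina4-ps1* sits at -3.43.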

Differential gene expression analysis revealed that 671 probes deregulated, corresponding to 618 genes (false discovery rate [FDR] <0.15) in *Rap1*-deficient liver (Table S4). Gene Ontology (GO) analysis of the results showed a significant upregulation of genes involved in different metabolic pathways including the organic acid, lipid, fatty acid, steroid, cholesterol, and carboxylic acid metabolism in *Rap1*-deficient livers (Table S5). In addition, GSEA of *Rap1*-deficient livers showed alteration of many metabolic pathways, including the branched chain amino acid degradation, the PPAR signaling pathway, glycerolipids, and fatty acid metabolism, which showed a highly significant enrichment in *Rap1*-deficient livers (FDR <0.01), reflecting alterations in lipid homeostasis. 

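Fatty acid synthesis and desaturation genes shifted upwards in *Rap1*-deficient liver by camera with a preset correlation, and no shift passed the test for cholesterol synthesis or steroid metabolism. Of 25 genes of fatty acid synthesis and desaturation, 10 were higher, 3 lower and 12 did not pass (13 higher and 3 lower when adjusted over the list alone). Their mean log2 fold change was 0.37 (standard error 0.18 over the 3 pairs, adjusted p = 0.0156 from camera, 0.902 with an estimated correlation, with which no list passed) and -0.01 on the dye-swapped array. The pair means were 0.03, 0.63 and 0.45 for replicates 1, 2 and 3, and without replicate 2 the mean was 0.24 and did not pass. On simulated data, camera with an estimated correlation recovered 0 of 5 shifted lists, so a list that fails with it may still be shifted. The preset correlation recovered all 5, with 18 false calls where the genes of a list shared variation. *Fads1*, a fatty acid desaturase, had a log2 fold change of 1.51 (standard error 0.22, adjusted p = 0.0402) and -0.54 on the dye-swapped array.
Cholesterol synthesis genes went both ways. Of 26 measured, 8 were higher, 8 lower and 10 did not pass (10 higher and 9 lower when adjusted over the list alone), with a mean of 0.08 (adjusted p = 0.799) and -0.05 on the dye-swapped array. *Nsdhl* had log2 fold changes of 0.67 and -0.32 on 2 probes, -0.41 and 0.17 on the dye-swapped array, and neither passed with a dye term (adjusted p = 0.284 and 0.821).
Among 45 genes of steroid, androgen and estrogen metabolism, 11 were higher, 15 lower and 19 did not pass (15 higher and 16 lower when adjusted over the list alone). Their mean was 0.04 and their median -0.000308, with the test pointing downwards (adjusted p = 0.763). The steroid sulfotransferase *Sult2a1* rose on all 4 arrays, by 1.40 (standard error 0.12, adjusted p = 0.0329) and by 1.53 on the dye-swapped array. *Akr1d1*, a steroid reductase of bile acid synthesis, had a log2 fold change of 1.79 and -0.09 on the dye-swapped array. *Cyp7b1*, an oxysterol hydroxylase, fell by 1.09 on the log2 scale (standard error 0.11), with -0.60 on the dye-swapped array.
Without replicate 2, the 5 genes named here did not pass (adjusted p from 0.267 to 0.279, 0.000623 to 0.284 over all alternatives). The fatty acid synthesis list did not pass without replicate 2 (adjusted p = 0.0907), with median centring (adjusted p = 0.072) or with the self-contained test fry (adjusted p = 0.384). Its range over all alternatives was 0.00331 to 0.902.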

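Genes of PPAR signaling and of fatty acid oxidation shifted upwards in *Rap1*-deficient liver by the same test. Of 63 measured PPAR signaling genes from the paper's Table S7, 25 were higher, 6 lower and 32 did not pass (29 higher and 8 lower when adjusted over the list alone). Their mean log2 fold change was 0.25 (standard error 0.01 over the 3 pairs, adjusted p = 0.00333 from camera, 0.685 with an estimated correlation) and 0.00329 on the dye-swapped array. The replicate 1 array had 0.45, which averaged with its dye swap to 0.23, beside 0.25 and 0.26 on replicates 2 and 3. The standard error therefore leaves out the difference between the 2 arrays of replicate 1. Besides *Cd36*, the genes of this list included *Slc27a2*, a fatty acid transporter and acyl-CoA synthetase. It had a log2 fold change of 1.03 (standard error 0.10, adjusted p = 0.0329) and 0.03 on the dye-swapped array. *Cyp8b1*, a sterol hydroxylase of bile acid synthesis, had 1.68 (standard error 0.11) and -0.35, and did not pass with a dye term (adjusted p = 0.19).
Of 44 fatty acid oxidation genes, 18 were higher, 3 lower and 23 did not pass (20 higher and 4 lower when adjusted over the list alone). Their mean was 0.19 (standard error 0.09, adjusted p = 0.0259, 0.902 with an estimated correlation) and 0.14 on the dye-swapped array. The pair means were 0.36, 0.15 and 0.05, and without replicate 1 the mean was 0.10 and did not pass. *Hadh*, a mitochondrial dehydrogenase of this pathway, rose by 1.45 (standard error 0.13, adjusted p = 0.0329), with 0.37 on the dye-swapped array. The lists of branched chain amino acid and glycerolipid genes did not pass the test. Of 47 genes of valine, leucine and isoleucine degradation, 15 were higher, 3 lower and 29 did not pass (16 higher and 3 lower when adjusted over the list alone), with a mean of 0.19 (adjusted p = 0.0591), 0.09 on the dye-swapped array and an adjusted p = 0.00203 with a dye term, 0.0258 without replicate 2 and 0.00373 without replicate 3 (range over the alternatives 0.00203 to 0.902). *Pcca*, a subunit of propionyl-CoA carboxylase, had a log2 fold change of 0.64 and -0.08 on the dye-swapped array, and did not pass with a dye term (adjusted p = 0.188). Of 41 genes of triglyceride synthesis and lipolysis, 14 were higher, 2 lower and 25 did not pass (16 higher and 3 lower when adjusted over the list alone), with a mean of 0.25 (adjusted p = 0.0535, 0.0495, 0.0478 and 0.0396 without replicates 1, 2 and 3 in turn, range over the alternatives 0.0268 to 0.685) and 0.03 on the dye-swapped array. In this list *Akr1b3*, an aldose reductase, rose by 2.17 (standard error 0.13), with 1.93 on the dye-swapped array, whereas *Gpam*, the mitochondrial glycerol-3-phosphate acyltransferase, had 1.21 and 0.08.
Without replicate 1, fatty acid oxidation did not pass (adjusted p = 0.752), nor did it without the dye-swapped array (adjusted p = 0.0723) or with fry (adjusted p = 0.346). Its range over the alternatives was 0.000376 to 0.902. *Hadh*, *Slc27a2*, *Cyp8b1*, *Pcca*, *Akr1b3* and *Gpam* did not pass without replicate 2 (adjusted p from 0.25 to 0.269, 0.000797 to 0.269 over all alternatives). From the enrichment of such gene sets the paper concludes that lipid homeostasis is altered in these livers.

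**Figure D2:**
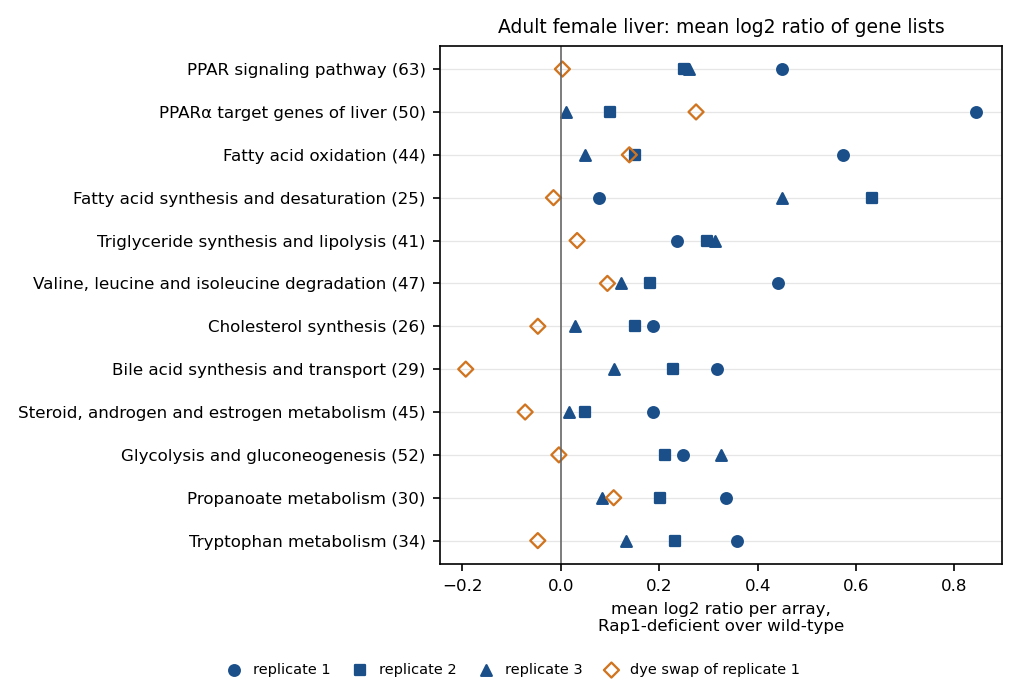
Mean log2 ratio (*Rap1*-deficient over wild-type) over the measured genes of 12 lists, 1 point per array, with the number of genes in brackets. On the dye-swapped array, the PPAR signaling genes sit at 0.00329 and the PPARα target genes at 0.27.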

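Among 52 genes of the glycolytic and gluconeogenic routes, 14 were higher, 4 lower and 34 did not pass (15 higher and 5 lower when adjusted over the list alone). Their mean log2 fold change was 0.22 (standard error 0.06 over the 3 pairs, adjusted p = 0.0867 from camera) and -0.00392 on the dye-swapped array. The aldose mutarotase gene *Galm* had a log2 fold change of 1.43 (standard error 0.21, adjusted p = 0.0402) and -0.68 on the dye-swapped array. *Aldh3a2*, a fatty aldehyde dehydrogenase that this list shares with several lipid and amino acid lists, had 2.08 (standard error 0.24, adjusted p = 0.0402) and -0.57. The gluconeogenic genes *Pck1* and *G6pc* did not pass, with log2 fold changes of -0.05 (adjusted p = 0.907) and 0.00782 (adjusted p = 0.96).
Of 32 genes of insulin signaling and of the transcription factors of pancreatic β cells, many of which the liver also expresses, 9 were higher, 11 lower and 12 did not pass (9 higher and 11 lower when adjusted over the list alone). Their mean was -0.12 (standard error 0.02, adjusted p = 0.313) and -0.19 on the dye-swapped array. The homeobox gene *Hhex* fell by 1.53 on the log2 scale (standard error 0.14, adjusted p = 0.0329), with -1.41 on the dye-swapped array. *Foxa2*, a hepatic transcription factor, fell by 0.94 (standard error 0.15) and *Grb14*, an adaptor that inhibits the insulin receptor, by 0.66 (standard error 0.10), with -0.06 and -0.09 on the dye-swapped array.
With a dye term both lists passed, the first upwards (adjusted p = 0.0393, range over the alternatives 0.0307 to 0.685) and the other downwards (adjusted p = 0.0316, range 0.0316 to 0.902), and the first also passed without replicate 2 (adjusted p = 0.0307). *Galm*, *Aldh3a2*, *Hhex*, *Foxa2* and *Grb14* did not pass without replicate 2 (adjusted p from 0.267 to 0.269, 0.000864 to 0.269 over all alternatives).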

Several routes within carbohydrate metabolism such as glycolysis and gluconeogenesis as well as diabetes pathways were also found deregulated (Table S6). Of interest, *Rap1*-deficient liver samples also showed enrichment in gene sets involved in immune response pathways and in cell adhesion and cell-cell interactions (i.e., ECM receptor interaction and focal adhesion) (Table S6). 

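Genes of ECM receptor interaction and focal adhesion shifted upwards in *Rap1*-deficient liver by camera with a preset correlation. The immune lists did not pass this test in the main setting. Of 76 ECM receptor and focal adhesion genes, 27 were higher, 3 lower and 46 did not pass (30 higher and 6 lower when adjusted over the list alone). Their mean log2 fold change was 0.27 (standard error 0.09 over the 3 pairs, adjusted p = 0.00185 from camera) and 0.09 on the dye-swapped array. The list did not pass with an estimated correlation (adjusted p = 0.902) or with fry (adjusted p = 0.254, range over all alternatives 5.4e-05 to 0.902). The pair means were 0.17, 0.18 and 0.46 for replicates 1, 2 and 3, and without replicate 3 the mean was 0.18 (adjusted p = 0.00793). The collagen gene *Col5a3* rose by 0.72 (standard error 0.09, adjusted p = 0.0402), with 0.57 on the dye-swapped array, and *Hspg2*, which encodes the basement membrane proteoglycan perlecan, by 0.98 (standard error 0.13, adjusted p = 0.0402), with 0.15. Of 20 stellate cell and fibroblast markers, 6 were higher, 0 lower and 14 did not pass (4 higher and 0 lower when adjusted over the list alone), with a mean of 0.33 (pair means 0.12, 0.23 and 0.65, adjusted p = 0.0585) and 0.05 on the dye-swapped array. Among them *Bgn*, which encodes the matrix proteoglycan biglycan, had a log2 fold change of 1.81 (standard error 0.31) and -0.76 on the dye-swapped array.
Of 37 interferon response and antigen presentation genes, 3 were higher, 1 lower and 33 did not pass (0 higher and 0 lower when adjusted over the list alone). Their means differed between the pairs, at -0.27, 0.09 and 1.52 for replicates 1, 2 and 3 (adjusted p = 0.0591). *Tap1*, a peptide transporter of antigen presentation, had a log2 fold change of 1.38 (standard error 0.37, adjusted p = 0.0691) and -0.09 on the dye-swapped array, and did not pass with a dye term (adjusted p = 0.27). Of 40 genes of Toll-like receptor signaling, 10 were higher, 2 lower and 28 did not pass (8 higher and 2 lower when adjusted over the list alone), with pair means of -0.02, 0.05 and 0.78 (adjusted p = 0.0591). The adaptor *Ticam1* had a log2 fold change of 0.54 (standard error 0.09) and 0.05 on the dye-swapped array, and did not pass with a dye term (adjusted p = 0.163). Among 63 complement and coagulation genes, 10 were higher, 13 lower and 40 did not pass (11 higher and 14 lower when adjusted over the list alone), with a mean of 0.03 and the test pointing downwards (adjusted p = 0.727, 0.0139 with a dye term, 0.0139 to 0.903 over all alternatives). *C8b*, a component of the membrane attack complex, fell by 1.41 on the log2 scale (standard error 0.09, adjusted p = 0.0167), with -1.35 on the dye-swapped array.
Macrophage and dendritic cell markers were highest in replicate 3. The 29 Kupffer cell and macrophage markers had pair means of -0.28, 0.19 and 1.32 (adjusted p = 0.101), with 4 higher and 2 lower (0 and 1 when adjusted over the list alone), and the 12 dendritic cell and MHC class II markers -0.09, 0.33 and 1.72 (adjusted p = 0.112), with 1 higher and 0 lower (0 and 0 over the list alone). The higher gene, *H2-Ab1*, had log2 ratios of 0.11, 0.92 and 2.90 on replicates 1, 2 and 3 and 0.02 on the dye-swapped array (adjusted p = 0.145, 0.544 with a dye term). Without replicate 3, *H2-Ab1* had 0.49 and did not pass (adjusted p = 0.263, range over the alternatives 0.0462 to 0.544), and *Tap1* had 0.81 (adjusted p = 0.112, range 0.0121 to 0.311).
With all 3 pairs, the Toll-like receptor list passed under several other processing settings. Several of these lists passed upwards with replicate 1 or 2 left out. Without replicate 1 and without replicate 2, the adjusted p was 0.00378 and 0.00221 for the interferon list (range over the alternatives 0.00221 to 0.902), 0.0257 and 0.00249 (range 0.00249 to 0.946) for the Toll-like receptor list, 0.00448 and 0.0195 (range 0.00448 to 0.902) for the macrophage markers, 0.0378 and 0.0323 (range 0.0323 to 0.902) for the dendritic cell markers and 0.0378 and 0.0176 (range 0.0169 to 0.902) for the stellate cell markers. Without replicate 2, *Col5a3*, *Hspg2*, *Bgn*, *Tap1*, *Ticam1*, *C8b* and *H2-Ab1* did not pass (adjusted p from 0.267 to 0.402, 0.000428 to 0.544 over all alternatives).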

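The growth factor genes *Egfr*, *Igfbp2* and *Igf1* fell in *Rap1*-deficient liver, whereas the 2 probes of *Lepr* went opposite ways. *Egfr*, the receptor for epidermal growth factor, had 3 probes above background, with log2 fold changes of -1.64 (standard error 0.09, adjusted p = 0.011 from limma, n = 3 pairs), -1.18 and -1.05. Their ratios on the dye-swapped array were -1.79, -1.39 and -1.57. *Igfbp2*, which binds insulin-like growth factors, had log2 fold changes of -1.28 (standard error 0.16, adjusted p = 0.0402) and -1.12 (standard error 0.15) on 2 probes, with -0.95 and -0.99 on the dye-swapped array.
*Igf1*, a growth factor made by the liver under growth hormone, had 5 probes above background. Of these, 4 fell, from -0.87 (standard error 0.08, adjusted p = 0.0329) to -0.36 (standard error 0.08, adjusted p = 0.0534), with -0.84 and -0.60 on the dye-swapped array. The remaining *Igf1* probe had a log2 fold change of -0.25 (adjusted p = 0.196). *Lepr*, the leptin receptor, had 1.28 (standard error 0.25, adjusted p = 0.0439) on probe A_55_P2177910, with -0.38 on the dye-swapped array. Its probe A_55_P2177911 had -0.46 (standard error 0.11, adjusted p = 0.0568), with -0.60 on the dye-swapped array.
Without replicate 2, the brightest probes of *Egfr*, *Igfbp2*, *Igf1* and *Lepr* did not pass (adjusted p from 0.267 to 0.285, 0.000797 to 0.285 over all alternatives).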

By using qPCR in liver samples, we validated some of the differentially expressed genes involved in metabolism, including epidermal growth factor receptor (*Egfr*), insulin-like growth factor-binding protein 2 (*Igfbp2*), leptin receptor (*Lepr*), and insulin growth factor 1 (*Igf1*) (Figure S4A). We also found a 50% decrease in *Pgc1α* expression in the liver of *Rap1*-deficient mice, in agreement with previous results obtained with MEFs (Martinez et al., 2010).

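Among cytochrome P450 genes of drug and fatty acid metabolism, *Cyp2c23*, *Cyp3a44* and *Cyp2c67* were lower on all 4 arrays in *Rap1*-deficient liver. *Cyp2b9* was higher in all 3 pairs but not on the dye-swapped array. *Cyp2c23*, an arachidonic acid epoxygenase, fell by 0.93 on the log2 scale (standard error 0.08, adjusted p = 0.0329 from limma, n = 3 pairs), with -0.91 on the dye-swapped array. *Cyp3a44* fell by 1.93 (standard error 0.17) and *Cyp2c67* by 0.70 (standard error 0.09), with -1.59 and -0.64 on the dye-swapped array. *Cyp2b9* had a log2 fold change of 1.36 (standard error 0.15) and -0.14 on the dye-swapped array, and did not pass with a dye term (adjusted p = 0.183).
As groups, none of the 6 lists that follow passed the test. Of 56 genes of xenobiotic metabolism by cytochrome P450, 17 were higher, 9 lower and 30 did not pass (18 higher and 10 lower when adjusted over the list alone), with a mean log2 fold change of 0.04 (adjusted p = 0.509 from camera) and -0.17 on the dye-swapped array. Of 51 genes of arachidonic and linoleic acid metabolism, 3 were higher, 10 lower and 38 did not pass (3 higher and 10 lower when adjusted over the list alone), with a mean of -0.10 (adjusted p = 0.365) and -0.03 on the dye-swapped array. Of 29 genes of bile acid synthesis and transport, 13 were higher, 9 lower and 7 did not pass (13 higher and 10 lower when adjusted over the list alone), with a mean of 0.13 (adjusted p = 0.379) and -0.19 on the dye-swapped array. Tryptophan metabolism had 34 genes measured, of which 9 were higher, 3 lower and 22 did not pass (9 higher and 3 lower when adjusted over the list alone), with a mean of 0.17 (adjusted p = 0.313) and -0.05 on the dye-swapped array. Propanoate metabolism had 30, of which 9 were higher, 3 lower and 18 did not pass (9 higher and 3 lower when adjusted over the list alone), with a mean of 0.17 (adjusted p = 0.379) and 0.11 on the dye-swapped array. Pyruvate metabolism had 33, of which 8 were higher, 3 lower and 22 did not pass (8 higher and 4 lower when adjusted over the list alone), with a mean of 0.23 (adjusted p = 0.379) and 0.08 on the dye-swapped array.
Of these 6 lists, propanoate metabolism passed with a dye term (adjusted p = 0.028) and without replicate 3 (adjusted p = 0.0483, range over the alternatives 0.028 to 0.958). Without replicate 2, *Cyp2c23*, *Cyp2c67* and *Cyp2b9* did not pass (adjusted p of 0.267, 0.00133 to 0.267 over all alternatives).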

Interestingly, when both the differentially expressed genes (transcriptome) and proteins (iTRAQ) in liver samples from female mice were analyzed by Ingenuity Systems Pathway analysis (Ingenuity IPA software), we found the same top-ten pathways affected in both sets of samples, namely fatty acid metabolism, xenobiotic metabolism, glycolysis and gluconeogenesis, bile acid biosynthesis, tryptophan, propanoate, linoleic, androgen/estrogen, pyruvate, and the metabolism of arachnoid acid (Figure S4B). 

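Of 50 PPARα target genes of liver, 23 were higher, 0 lower and 27 did not pass (26 higher and 1 lower when adjusted over the list alone). Their mean log2 fold change was 0.22 (standard error 0.17 over the 3 pairs, adjusted p = 0.00333 from camera, 0.902 with an estimated correlation). The array means were 0.84 on replicate 1, 0.27 on its dye swap, 0.10 on replicate 2 and 0.01 on replicate 3. The 14 adipocyte markers measured, *Cd36* among them, were also highest in replicate 1, with pair means of 0.78, 0.47 and 0.35. *Fitm1*, which acts in lipid droplet formation, rose on all 4 arrays, by 1.18 (standard error 0.10, adjusted p = 0.0329) and by 0.83 on the dye-swapped array. *Slc25a20*, the mitochondrial carnitine carrier, had a log2 fold change of 0.78 (standard error 0.10) and -0.09 on the dye-swapped array, and did not pass with a dye term (adjusted p = 0.331). *Cpt1a*, which starts the import of fatty acids into mitochondria, had 0.42 and 1.06 on its 2 probes, with -0.18 and -0.34 on the dye-swapped array, and passed on neither with a dye term (adjusted p = 0.506 and 0.198). The brightest probes of the fatty acid ω-hydroxylases *Cyp4a10* and *Cyp4a14*, also PPARα targets, did not pass. Their log2 fold changes were -0.26 (adjusted p = 0.719) and -1.21 (adjusted p = 0.322). On these probes the pairs went opposite ways, with 1.19, -0.58 and -1.39 for *Cyp4a10* and 0.99, -1.16 and -3.45 for *Cyp4a14* in replicates 1, 2 and 3. Without replicate 1, both probes passed as lower, with -0.99 (adjusted p = 0.0342, range over the alternatives 0.0342 to 0.95) and -2.31 (adjusted p = 0.0416, range 0.0416 to 0.936). Other probes of these genes are not described here.
*Ppara* itself had 3 probes above background, of which 2 rose, by 0.80 (standard error 0.11, adjusted p = 0.0402) and by 0.68 (standard error 0.11), with 0.15 and 0.27 on the dye-swapped array, and the third had -0.21 (adjusted p = 0.268). *Ppargc1a*, which encodes the coactivator PGC1α, had 0.13 (adjusted p = 0.335) and -0.06 (adjusted p = 0.627) on its 2 probes.
Without replicate 1 the mean of the target genes was 0.06 and they did not pass (adjusted p = 0.514, range over the alternatives 8.15e-06 to 0.902), nor did they with the self-contained test fry (adjusted p = 0.346). *Fitm1*, *Slc25a20* and the brightest *Ppara* probe did not pass without replicate 2 (adjusted p of 0.267, 0.0013 to 0.331 over all alternatives).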

Notably, both types of analyses indicated altered expression of a large number of PPARα target genes in the *Rap1*-deficient obese females (Figure S5), pinpointing to deregulation of PPARα as one of the key events associated with *Rap1* deficiency. In this regard, the PPAR signaling pathway is known to regulate a plethora of genes important for diverse cellular functions, including metabolism, cell proliferation, cell differentiation, apoptosis, and immune response.

### Decreased mRNA and Protein Expression of *Pparα* and *Pgc1α* in *Rap1*-Deficient Livers

Given the key role of the PPAR pathway in the regulation of metabolism together with the fact that this pathway was significantly deregulated in liver and white fat from young *Rap1*-deficient females before the onset of obesity, as well as in the obese mice, we next set out to study the expression of the three subtypes of PPARs, namely *Pparα, Pparγ*, and *Pparδ/β*, as well as their cofactor *Pgc1α*, in both liver and gonadal white fat samples from young 10-week-old female mice by using qPCR (Figure 6A). No significant differences in Pparγ and *Pparδ/β* expression were found between genotypes in both tissues at 10 weeks of age (Figure 6A). Interestingly, the levels of *Pparα* (NCBI RefSeq NM_011144) and *Pgc1α* were reduced by approximately 50% in liver and white fat from *Rap1*-deficient mice compared to the controls before the onset of obesity (Figure 6A). The levels of *Pparα* transcript variant 2 (*Pparα*-t2) (NCBI RefSeq NM_001113418) were also significantly reduced in both tissues from *Rap1*-deficient mice (Figure 6A). By using western blotting analysis, we confirmed a 0.5-fold reduction in PPARα and PGC1α protein levels in liver samples from *Rap1*-deficient mice (Figures 6B and 6C). These results suggest that deregulation of PPARα/PGC1α is one of the initial events that may trigger the transcriptional changes in both liver and white fat leading to obesity in *Rap1*-deficient mice.

### Defective Expression of PPARα Target Genes in *Rap1*-Deficient Livers upon Fasting

Given the observed deregulated expression of *Pparα* and its cofactor *Pgc1α* in *Rap1*-deficient tissues, we next set out to address the expression of several known PPARα downstream targets in young (10 weeks old; before the onset of obesity) females of both genotypes, which were either fed or fasted for 24 hr. Fasting is known to downregulate transcription of lipogenic genes in the liver and to upregulate genes involved in gluconeogenesis, lipid transport/uptake, and fatty acid oxidation, in this manner ensuring an adequate supply of substrates that can be metabolized by other tissues (Yoon et al., 2001). In particular, *Pgc1α* expression is induced by fasting and serves as a transcriptional booster to augment the capacity of metabolic adaptation to activate gluconeogenesis and fatty acid oxidation (Yoon et al., 2001). In contrast to the upregulation of *Pparα* gene expression observed in fasted SV129 wild-type (Kersten et al., 1999), we did not observe differences in the *Pparα* expression levels between fed and fasted states in our wild-type mice (Figure 6D).

Under nonfasting conditions, we confirmed decreased expression of *Pparα* and *Pgc1α* in liver samples from 10-week-old *Rap1*-deficient female mice (Figure 6D). We also observed decreased expression of a key regulator of lipogenesis, the sterol regulatory element-binding transcription factor 1 (*Srebp1*) (Figure 6D) (Horton et al., 2002; Liang et al., 2002). Interestingly, *Pparα*-deficient mice fed ad libitum also show decreased expression of *Srebp1c* (Hebbachi et al., 2008), in line with decreased *Pparα* expression in *Rap1*-deficient livers. Consistent with lower levels of PPARα/PGC1α in *Rap1*-deficient livers, we also observed decreased levels of the PPARα/PGC1α downstream targets SLC27a2 (solute carrier family 27) and CD36 (cluster of differentiation 36), which are important to transfer fatty acids across the cell membrane (Martin et al., 1997; Motojima et al., 1998; Rakhshandehroo et al., 2009). Finally, *Rap1*-deficient livers also showed decreased expression of *Cpt1* and *Cpt2* (carnitine palmitoyltransferase 1 and 2, respectively), which allow the transport of long-chain acyl-coenzyme A (CoA) across the inner mitochondrial membrane to enter the fatty acid β-oxidation pathway (Kersten et al., 1999; Rakhshandehroo et al., 2010) (Figure 6D). No differences were observed between genotypes in key regulators of gluconeogenesis (phosphoenol pyruvate carboxykinase [*Pepck*] and glucose-6-phosphatase [*G6Pase*]) (Figure 6D). Together, these results indicate that lipid accumulation in *Rap1*-deficient mice is likely to be the consequence of a reduced capacity for fatty acid import and utilization.

Upon fasting, we confirmed decreased liver transcription of genes involved in lipogenesis (*Srebp1*; fatty acid synthase [*Fas*]) and increased transcription of genes involved in gluconeogenesis (*Pepck, G6Pase*), lipid uptake (*Cd36, Slc27a2*), and mitochondrial β-oxidation (medium-chain and very long-chain acyl-CoA dehydrogenase, *Acadm* and *Vlcad*; as well as *Cpt1a* and *Cpt2*) (Figure 6D) in mice of both genotypes. The induction of PEPCK was lower in *Rap1*-deficient samples compared to wild-type (Figure 6D). Similarly, the induction of *Cpt1a* was lower in *Rap1*-deficient livers compared to wild-type controls (Figure 6D). Importantly, whereas the expression of *Pgc1α* was increased upon fasting in wild-type livers, *Rap1*-deficient livers failed to upregulate *Pgc1α* (Figure 6D), thus indicating a defective *Pgc1α* response in the liver as a consequence of fasting associated with *Rap1* deficiency.

In summary, gene expression profiling reveals that some PPARα target genes are affected by *Rap1* deletion in fed and fasted states (i.e., *Cpt1*), others only in the fed state (i.e., *Slc27a2, Cd36*, and *Cpt2*), and others only in the fasted state (i.e., *Pepck*). In contrast, the expression of other PPARα target genes, such as *Acadm, Vlcad, Fgf21, Cyp4a10*, and *Cyp4a14*, was not affected in *Rap1*-deficient mice in fed or fasted states (Figures 6D and S6A). These results may suggest that *Rap1* deletion does not fully abolish *Pparα* expression. On the other hand, they may suggest the convergence of different regulatory pathways toward the regulation of the expression of a single PPARα target gene.

In order to investigate whether RAP1 might regulate other metabolically important hepatic transcription factors, we performed gene expression profile analysis in liver samples of young females (10 weeks old) that had been fasting for 24 hr. Genes expressed in mouse liver were obtained from Barcode server with a consensus proportion of 0.95 (McCall et al., 2011). Transfac database annotations were employed to retrieve those genes described as transcription factors. The resulting gene set was tested by GSEA of *Rap1*-deficient versus wild-type mice. GSEA rendered a nonsignificant FDR value (0.49), demonstrating that this gene set was not deregulated in *Rap1*^−/−^ livers. However, out of the 66 transcription factors tested, *Pgc1α* was the most downregulated in *Rap1*^−/−^ liver compared to wild-type liver, being located in the first position of the wild-type side of GSEA ranking and showing the highest absolute values for the enrichment score and the log fold change (Figure S6B). These results underscore the specificity of RAP1 in the regulation of PPARα/PGC1α axis in the liver, which cannot be extended to every hepatic transcription factor.

### RAP1 Binds to *Pparα* and *Pgc1α* Loci

By using ChIP-seq in wild-type and *Rap1*-deficient MEFs, we previously demonstrated that RAP1 binds to intragenic sites within the *Pgc1α* and *Pparα* genes (Martinez et al., 2010) (this site is referred to as F3 in Figure 7A) (see Table S7 for genomic coordinates). To address whether RAP1 binds to these sites also in the liver, we performed ChIP analysis in *Rap1*-deficient and wild-type freshly isolated liver samples using an anti RAP1 antibody (Experimental Procedures). ChIP analysis followed by qPCR in fresh liver samples demonstrated that RAP1 binds to the intragenic F3 region in *Pparα* and *Pgc1α* genes in the liver. In addition to the peaks identified by ChIP-seq, we also tested RAP1 binding to *Pparα* and *Pgc1α* promoter regions. In particular, upon browsing *Pparα* and *Pgc1α* upstream regulatory regions around the transcription start site (TSS), we identified a region (F1, Figures 7A and S7) in both genes that was enriched in regulatory elements (Rosenbloom et al., 2013) and designed primers to amplify two fragments within F1 (F1-a and F1-b) (Experimental Procedures). qPCR on the immunoprecipitated DNA showed that RAP1 also binds to F1-a in *Pgc1α* promoter. RAP1 binding, however, was not detected at F1-b in *Pgc1α* promoter or the F1-a/F1-b in *Pparα* promoter (Figure 7A). These results indicate that RAP1 is recruited to *Pparα* and *Pgc1α* loci, supporting that Rap1 is involved in their transcriptional regulation.

### RAP1 Regulates *Pparα* and *Pgc1α* Transcription

To address whether RAP1 is involved in *Pparα* and *Pgc1α* transcriptional regulation, we cloned different DNA fragments belonging to the *Pparα* (F3 in Figure 7A; Figure S7) and *Pgc1α* loci (F1–F4 in Figure 7A; Figure S7) upstream of a minimal promoter driving luciferase expression (Experimental Procedures). F3 in *Pparα* locus corresponded to previously identified RAP1-binding peaks by ChIP-seq analysis (Martinez et al., 2010). F1 and F2 in *Pgc1α* locus corresponded to the *Pgc1α* promoter region, and F3 and F4 corresponded to previously identified RAP1-binding peaks by ChIP-seq analysis (Martinez et al., 2010), one located in intron 2 within *Pgc1α* ORF (F3) and the other located 6.5 kb downstream the *Pgc1α* gene (F4) (Figures 7A and 7B; Table S7). The different constructs were then transfected into *Rap1^+/+^* and *Rap1*^−/−^ LT-immortalized MEFs, and luciferase activity was measured after 48 hr (Figure 7B). Interestingly, luciferase activity was significantly decreased in *Rap1*^−/−^ cells compared to wild-type cells transfected with *Pparα*-F3 and *Pgc1α*-F1, which were found to contain a RAP1-binding site by ChIP assay (Figure 7A). No differences were observed in F2–F4, with the empty vector or with the vector harboring a genomic fragment used as negative control (Figure 7B). A fragment within the *Hic1* locus previously shown to contain RAP1-dependent enhancer activity was used as positive control (Martinez et al., 2010). These results suggest that *Pparα*-F3 and *Pgc1α*-F1 have RAP1-dependent enhancer activity and strongly suggest a role for RAP1 in *Pparα* and *Pgc1α* transcriptional regulation.

We previously showed that *Rap1*-deficient MEFs have a decreased *Pgc1α* expression (Martinez et al., 2010). To demonstrate that decreased PGC1α and PPARα levels are due to *Rap1* deficiency, a *Rap1*-containing vector was transfected into immortalized wild-type and *Rap1*-deficient MEFs. A GFP-containing vector was also transfected as negative control as well as to estimate transfection efficiency. The expression levels of *Ppparα* and *Pgc1α* were then determined 48 hr after transfection. We found a significant recovery in *Ppparα* and *Pgc1α* transcription levels in *Rap1*-deficient MEFs upon RAP1 transgenic expression, indicating a direct role of RAP1 in the transcriptional regulation of these genes (Figure 7C).

## DISCUSSION

By generating a whole-body *Rap1*-deficient mouse model, we show here that the mammalian telomere-binding protein RAP1 is dispensable for mouse development and adult viability, in contrast to that previously reported by Teo et al. (2010) and in agreement with Sfeir et al. (2010). In agreement with our previous findings that RAP1 binds throughout chromosome arms (Martinez et al., 2010), we find a role for RAP1 in the transcriptional regulation of pathways involved in postnatal cellular energy metabolism. In line with this, adult *Rap1*-deficient mice are obese and show abnormal accumulation of fat in abdominal tissues, concomitant with hepatic steatosis and glucose resistance.

In particular, by using both gene expression and iTRAQ analysis of *Rap1*-deficient liver and white fat tissues, we find a significant deregulation of the PPAR signaling pathway, a key player in the regulation of energy homeostasis. By using ChIP analysis, we further demonstrate that RAP1 binds to *Pparα* and *Pgc1α* loci in liver, and that can regulate transcription of *Pparα* and *Pgc1α*. In line with this, *Rap1*-deficient mice show decreased *Pparα* and *Pgc1α* expression and the subsequent deregulation of some of their target genes, leading to severe metabolic alterations that are in accordance with the early onset of obesity found in these mice.

We show here that *Rap1*-deficient mice also develop hepatic steatosis. In this regard, the PPARα/PGC1α complex is a key regulator of fatty acid oxidation (Kersten et al., 1999; Leone et al., 1999, 2005). CPT1, a target of PPARα/PGC1α, constitutes the rate-limiting step in fatty acid oxidation (Djouadi et al., 1998). Our results show that *Cpt1a* and *Cpt2* expression is decreased in *Rap1*-deficient livers compared to wild-type controls, suggesting that *Rap1*-deficient mice are defective in fatty acid catabolism. Oxidation of fatty acids in the liver is also tightly coupled to glucose synthesis (Yoon et al., 2001). In fasted animals, we find that the expression of the key gluconeogenic enzyme, PEPCK, is decreased in *Rap1*-deficient mice. Similarly, the expression of several fatty acid transporters, SLC27a2 and CD36, is also significantly decreased in *Rap1*-deficient livers. In summary, these findings place RAP1 as a key factor in the physiologic regulation of lipid homeostasis, through the PPARα/PGC1α regulatory pathway.

Further supporting a role for RAP1 in modulating PPARα/PGC1α, the phenotypes of *Rap1*-deficient mice are strikingly similar to those of *Pparα*-deficient mice. In particular, similar to *Rap1* deficiency, PPARα deficiency leads to a late onset of spontaneous obesity with a remarkable sexual dimorphism. As in the case of *Rap1* deficiency, PPARα abrogation leads to a more pronounced obesity phenotype in females than in males, although males also develop hepatic steatosis (Costet et al., 1998; Lee et al., 1995). Moreover, female mice deficient in PGC1α, the PPARα cofactor, also show increased body weight (Leone et al., 2005). Interestingly, it has been shown that PPARα has broad female-dependent repressive actions on hepatic genes involved in steroid metabolism and immunity. In particular, specific gene sets involved in steroid metabolism, as well as androgen and estrogen metabolism, have been shown to exhibit PPARα-dependent sexual dimorphism (Leuenberger et al., 2009). These genes are upregulated in *PPARα*-deficient females but remained unchanged in PPARα-*null* males compared to wild-type controls. We find here that the same pathways are upregulated in the liver of *Rap1*-deficient females compared to wild-type females (see Table S2), strongly supporting a role of RAP1 in sex-specific PPARα functions.

Telomere shortening in the context of telomerase-deficient mice was previously shown to repress *Pgc1α*/β and its downstream transcriptional network, leading to mitochondrial dysfunction (i.e., compromised OXPHOS and respiration, decreased ATP generation capacity, and increased oxidative stress). In particular, short/dysfunctional telomeres lead to increased p53 levels, which can bind to *Pgc1α* and *Pgc1β* promoters and repress their transcriptional expression (Sahin et al., 2011). In the setting of the severe metabolic changes induced by RAP1 deficiency, however, we did not observe the presence of short/dysfunctional telomeres in liver or brown fat, indicating that metabolic changes associated with RAP1 deficiency are independent of telomere dysfunction. This is further supported by clearly distinct mouse phenotypes associated with either telomerase deficiency or RAP1 deficiency. Telomerase-deficient mice show a dramatic reduction in lifespan, lower body weight, and decreased fat mass (Herrera et al., 1999; Lee et al., 1998; Sahin et al., 2011). In contrast, *Rap1* knockout mice show an obese phenotype and no differences in survival curves as compared to wild-type controls.

In conclusion, we demonstrate here that RAP1 serves as a transcriptional regulator that controls the capacity of downstream metabolic pathways critical for metabolic maturation. In its absence, female mice develop obesity, glucose intolerance, and hepatic steatosis. We propose that the *Rap1* null mutant mouse should serve as a useful murine model for studying the role of altered energy metabolism in obesity, diabetes, and hepatosteatosis.

## EXPERIMENTAL PROCEDURES

### Generation of Whole-Body *Rap1* Knockout Mice

*Rap1* knockout mice, *Rap1*^−/−^, were generated by crossing *Rap1^flox/flox^* mice (Martinez et al., 2010) with a transgenic mouse line carrying the *cre* recombinase under the control of the adenovirus *EIIa* promoter, *EIIA-cre* mice (Lakso et al., 1996). Intercrosses to heterozygous *Rap1*^+/−^ mice not harboring the *EIIA-cre* allele resulted in the removal of the *EIIA-cre* allele in the mouse colony arising from amplification. The genetic background of the mice was C57BL6/129SV (90%/10%). All mice were generated and maintained at the Animal Facility of the Spanish National Cancer Research Centre (CNIO) under specific pathogen-free conditions in accordance with the recommendation of the Federation of European Laboratory Animal Science Associations.

Mice were fed either a standard chow diet (Harlan Teklad 2018; 18% calories from fat) or, when indicated, a HFD (Research Diets D12451; 45% of total calories from fat) starting at 4 weeks of age. Trained personnel performed weekly observations of all mice. Upon detection of signs of morbidity, mice were closely inspected daily until application of Humane End Point criteria (http://dels.nas.edu/global/ilar/Guide).

### Serum Analysis

Glucose in serum was measured using Glucocard strips (A. Meranini Diagnostics). Insulin levels were determined by ELISA (Ultra Sensitive Mouse Insulin ELISA kit; Crystal Chem). Insulin sensitivity was evaluated by the HOMA-IR (fasting insulin [µU/ml] × fasting glucose [mg/dl]/405) and the QUICKI (1/(log(fasting insulin [µU/ml]) + log(fasting glucose [mg/dl]). Serum ALT, cholesterol, triglycerides, bilirubin, urea, creatinine, albumin, total proteins, lactate, phosphorous, and glucose were determined using ABX Pentra (Horiba Medical). Plasma-free fatty acid and ketone body levels were analyzed by in vitro enzymatic colorimetric method assays (NEFA-HR and Autokit 3-HB kits, respectively; Wako Chemicals). To perform the GTT and ITT, mice were i.p. injected, respectively, with 2 g of glucose/kg of body weight and 0.75 IU insulin/kg of body weight (Eli Lilly; Humalog Insulin). Tail blood glucose levels were measured with a glucometer at the required times after injection. Prior to the GTT, mice were subjected to 8 hr of fasting. Triglyceride content in liver samples was determined by colorimetric assay kit (Cayman Chemical).

### Gene Expression Analysis

Total RNA samples from liver and white fat tissues were analyzed on Agilent’s Mouse Genome DNA microarray following the manufacturer’s instructions. Images were quantified using Agilent Feature Extraction Software (v.10.1.1).

### Luciferase and ChIP Assays

Luciferase assay and ChIP assays were performed as previously described (Martinez et al., 2010).

## Supplementary Material

Document S1. Tables S1-S3 and S5

Table S6

Table S7

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6

Figure S7

Table S4

## Figures and Tables

**Figure 1:**
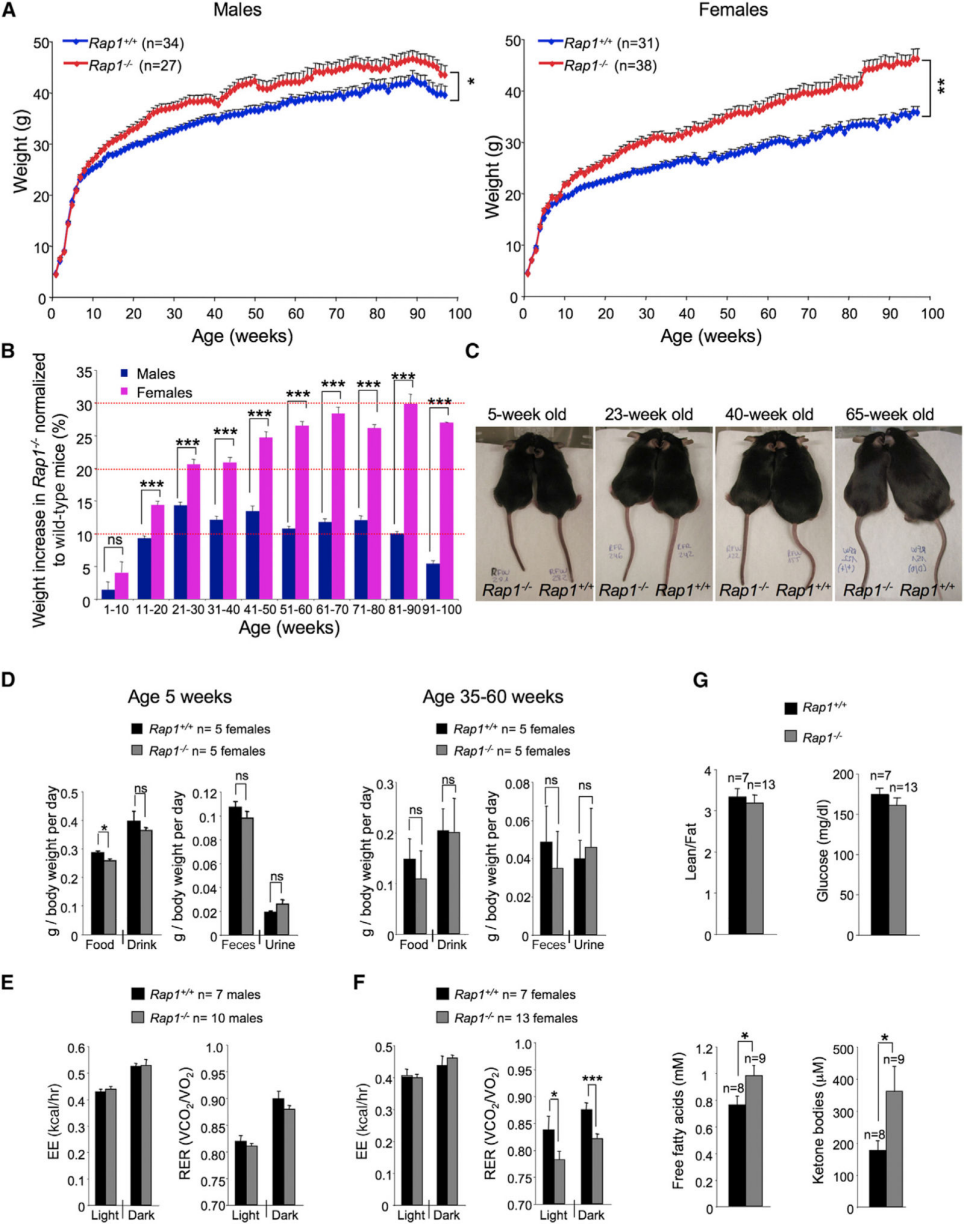
*Rap1* Deficiency Leads to Onset of Obesity (A) Body weight curves of wild-type and *Rap1* null males (left panel) and females (right panel) on a standard chow diet (18% calories from fat). Values and error bars represent the mean and SE, respectively. (B) Weight increment in *Rap1*-deficient mice compared to wild-type controls monitored at 10-week intervals throughout the mice lifespan. (C) Representative images of wild-type and *Rap1*-deficient females at the indicated ages. (D) Relative food intake and output values normalized by body weight monitored during a week period in metabolic cages in young (5 weeks old, left panel) and adult females (35–60 weeks old, right panel). (E and F) EE and RER in male (E) and female (F) mice at the age of 8–12 weeks. (G) Lean/fat ratio, plasma-free fatty acids, ketone bodies, and glucose level in fed state of young females (8–12 weeks old). Error bars in (B) and (D)–(G) represent the SD. Statistical significance was determined by the two-tailed Student’s t test. *p < 0.05; **p < 0.01, ***p < 0.001; ns, not significant. See also Figure S1.

**Figure 2:**
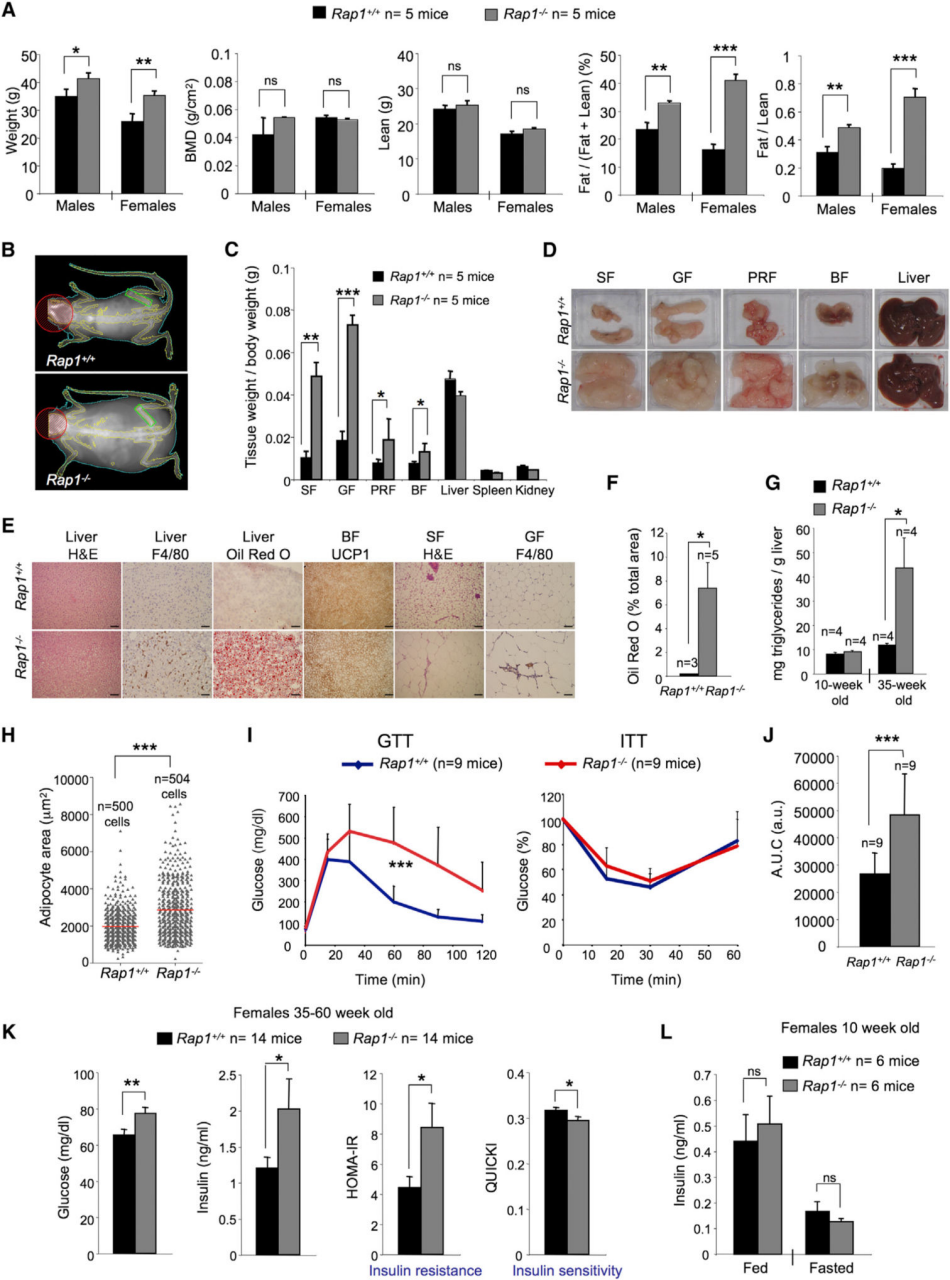
*Rap1*-Deficient Mice Accumulate More Fat and Are Glucose Resistant (A) Body weight, bone mineral density (BMD), lean mass, relative fat mass, and fat/lean ratio in 30-week-old mice of the indicated gender and genotype measured by DXA. (B) Representative DXA images of wild-type and *Rap1*-deficient females. (C) Organ weight-to-total body weight ratios. SF, subcutaneous fat; GF, gonadal fat; PRF, perirenal fat; BF, brown fat. (D) Representative macroscopic images of the indicated tissues and organs. (E) Representative light microscopy images of H&E sections, F4/80 immunohistochemistry, oil red O staining, and UCP1 immunohistochemistry of the indicated tissues (scale bars, 100 µm). (F) Quantification of oil red O-positive areas in liver sections of the indicated genotypes. (G) Quantification of triglyceride content in liver samples of young (10 weeks old) and adult (35 weeks old) females. (H) Quantification of the adipocyte area in abdominal fat depots. (I) GTT and ITT data of nine 40- to 50-week-old wild-type and *Rap1* knockout females. (J) Quantification of the area under the GTT curve (AUC), a.u., arbitrary units. (K) Fasting glucose levels, fasting insulin levels, derived HOMA-IR insulin-resistance quantification, and QUICKI insulin sensitivity quantification of 35- to 60-week-old females. (L) Insulin levels of young females (10 weeks old) during fed and fasted states. Error bars represent SD. Statistical significance was determined by two-tailed Student’s t test. *p < 0.05; **p < 0.01; ***p < 0.001.

**Figure 3:**
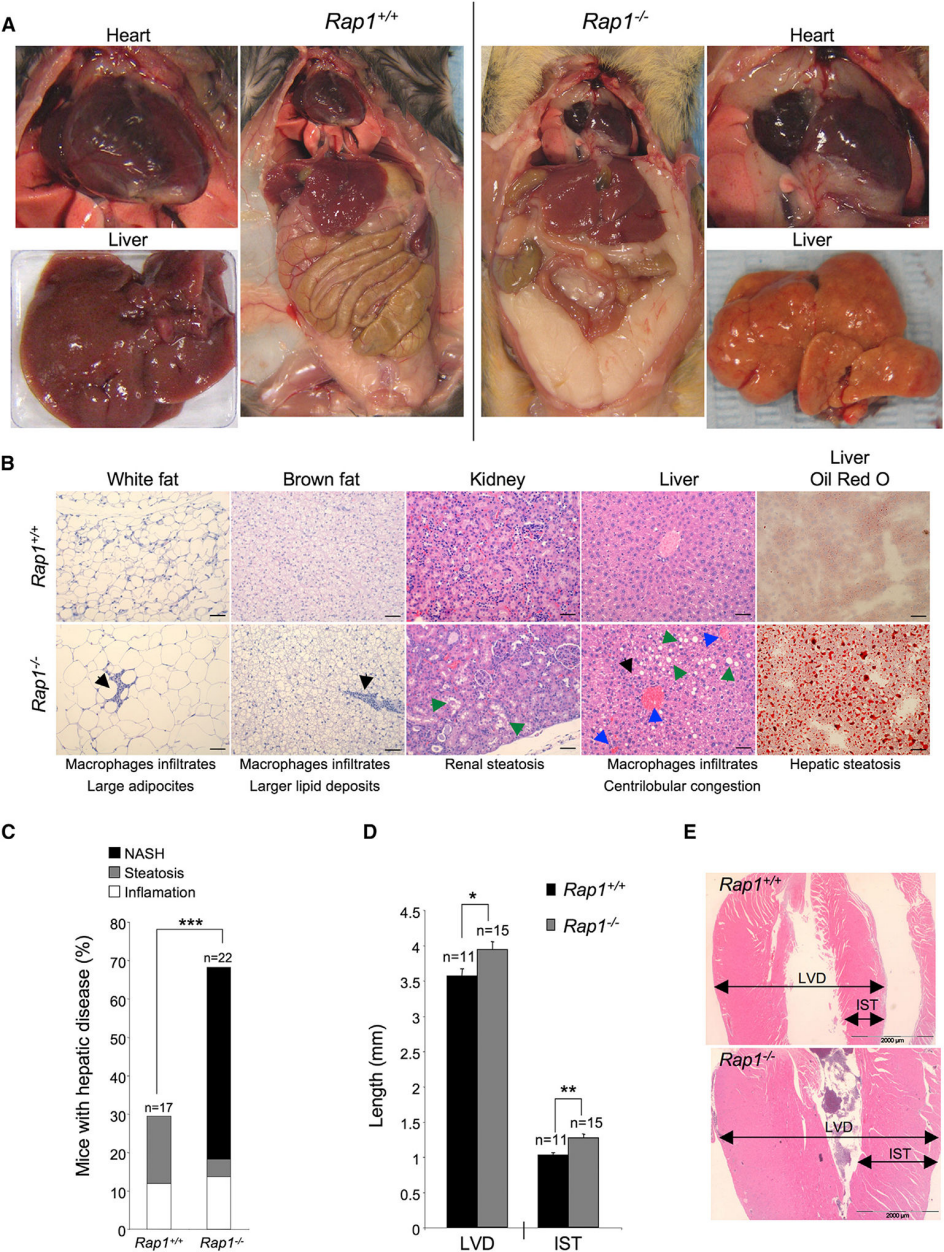
*Rap1*-Deficient Mice Show Signs of Metabolic Syndrome and Cardiopathies at Death (A) Representative images of (left) wild-type and (right) *Rap1* knockout female bodies upon sacrifice at HEP. Mice were 80–90 weeks old. Note the dramatic accumulation of subcutaneous, abdominal, and pericardial fat (magnification images of the heart at the sides) in *Rap1* knockout females. Representative images of liver samples are shown. Notice the fatty liver appearance of *Rap1*-deficient mice. (B) Representative light microscopy images of H&E and red oil O-stained sections of the indicated organs of wild-type and knockout females at death. Note the presence of macrophage infiltrates (black arrowheads) in *Rap1*-deficient white fat, brown fat, and liver compared to wild-type control tissues indicative of inflammatory lesions; note also the larger size of *Rap1*-deficient adipocytes as well as the lipid deposits in brown fat, liver, and kidney (green arrowheads). The liver of *Rap1*-deficient mice presents symptoms of hepatic steatosis and centrilobular vein congestion (blue arrowheads). (C) Incidence of liver disease at time of death in wild-type and *Rap1*-deficient males and females. NASH includes severe steatosis and inflammation, as well as fibrosis in some cases. (D) Quantification of the left ventricular diameter (LVD) and the intraventricular septum thickness (IST). (E) Representative images of wild-type and *Rap1*-deficient heart at death. Error bars represent the SD. Statistical significance was determined by the two-tailed Student’s t test. *p < 0.05; **p < 0.01, ***p < 0.001. See also Figure S2.

**Figure 4:**
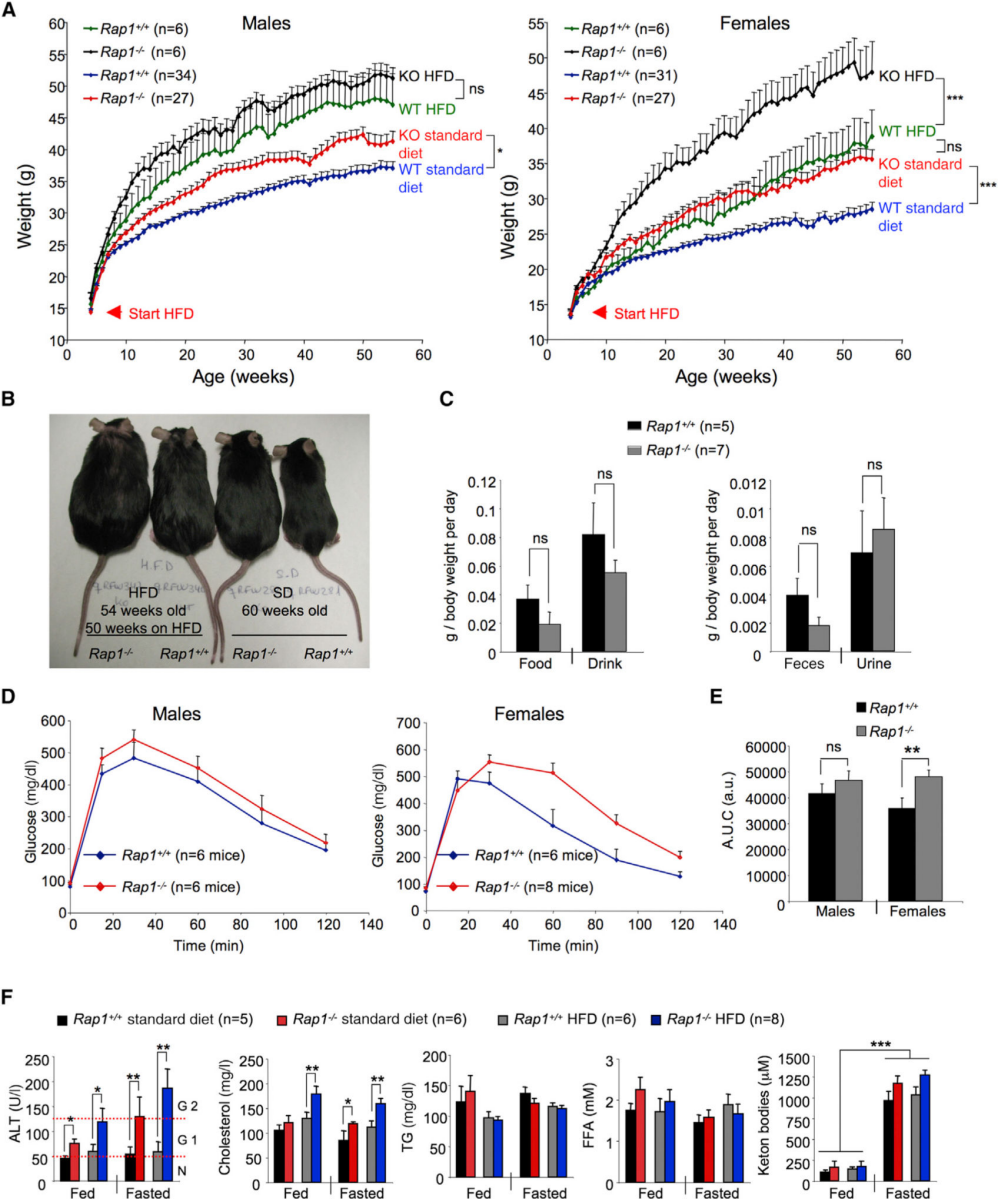
Enhanced Weight Gain and Glucose Resistance in *Rap1* Null Females Subjected to a HFD (A) Weight curves of male and female mice of the indicated phenotypes on a standard diet (18% calories from fat) or HFD (45%calories from fat) commencing at 4 weeks of age. (B) Representative images of female mice of the indicated genotype and age subjected to a HFD during 50 weeks and to a standard diet (“SD”; 60 weeks). (C) Relative food intake and output values normalized by body weight monitored during a week period in metabolic cages in female mice subjected to a standard diet. (D) GTT data of wild-type and *Rap1* knockout male (left) and female (right) mice after 20 weeks on a HFD. (E) Quantification of the area under the GTT curve (AUC). (F) Analysis of plasma parameters in wild-type and *Rap1*-deficient females on a standard diet (75–85 weeks old) and HFD (after 30 weeks on HFD). TG, triglycerides; FFA, free fatty acids. Error bars represent SD. Statistical significance was determined by two-tailed Student’s t test. *p < 0.05; **p < 0.01, ***p < 0.001.

**Figure 5:**
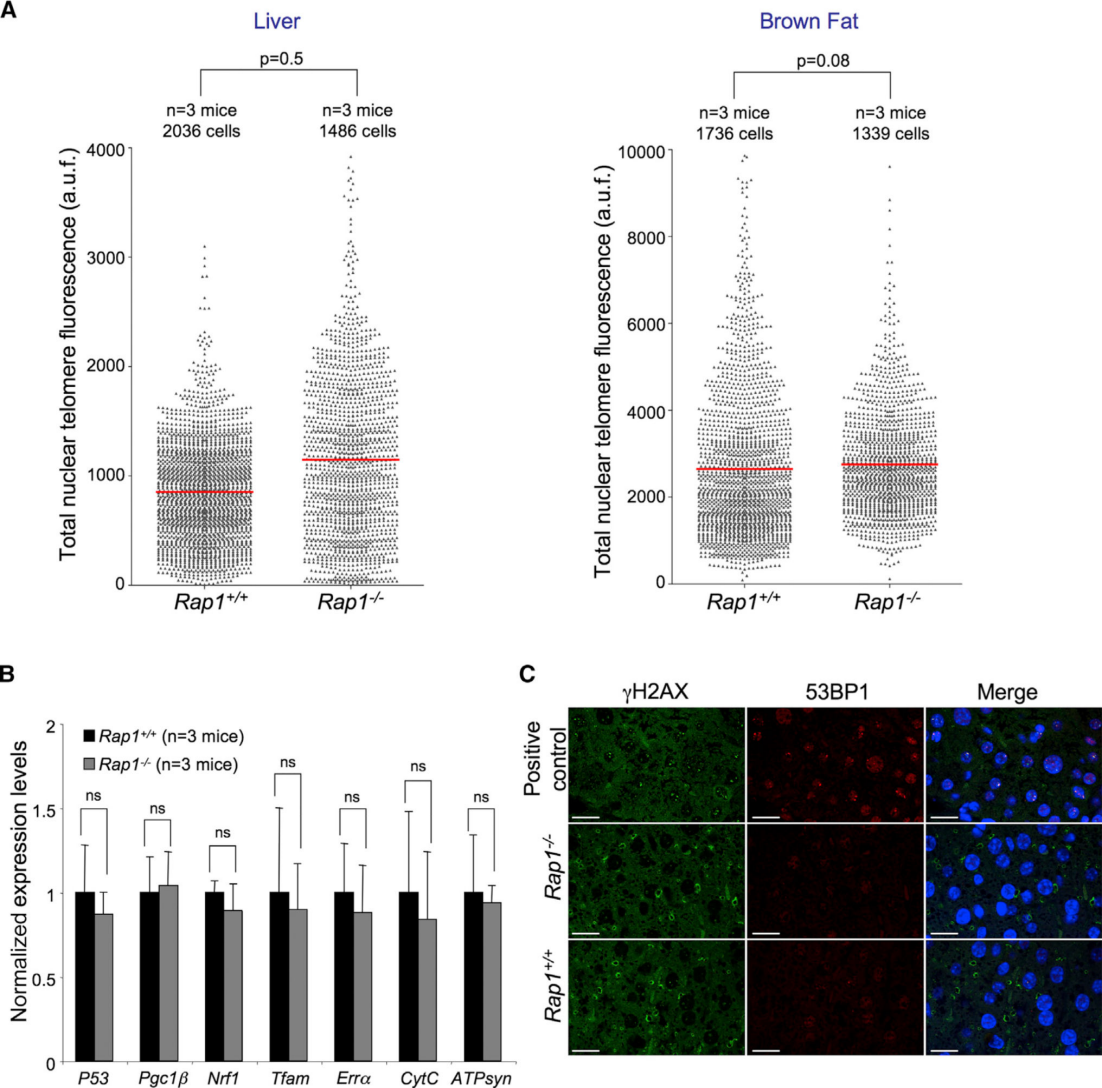
*Rap1* Deficiency Does Not Lead to Changes in Telomere Length in Liver and in Brown Fat (A) Total nuclear telomere fluorescence as determined by Q-FISH on tissue sections. Three 30-week-old females per genotype were used for the analysis. a.u.f., arbitrary units of fluorescence. (B) qPCR validation of OXPHOS genes in liver samples. The results are normalized to wild-type samples. Three independent samples per genotype were analyzed. (C) Representative immunofluorescence images of liver sections from the indicated genotypes stained for γH2AX (green) and 53BP1 (red). Posthepatectomized TRF1-deficient liver sections were used as positive controls for γH2AX and 53BP1. Scale bars, 50 µm. Statistical significance was determined by two-tailed Student’s t test. Error bars represent SD.

**Figure 6:**
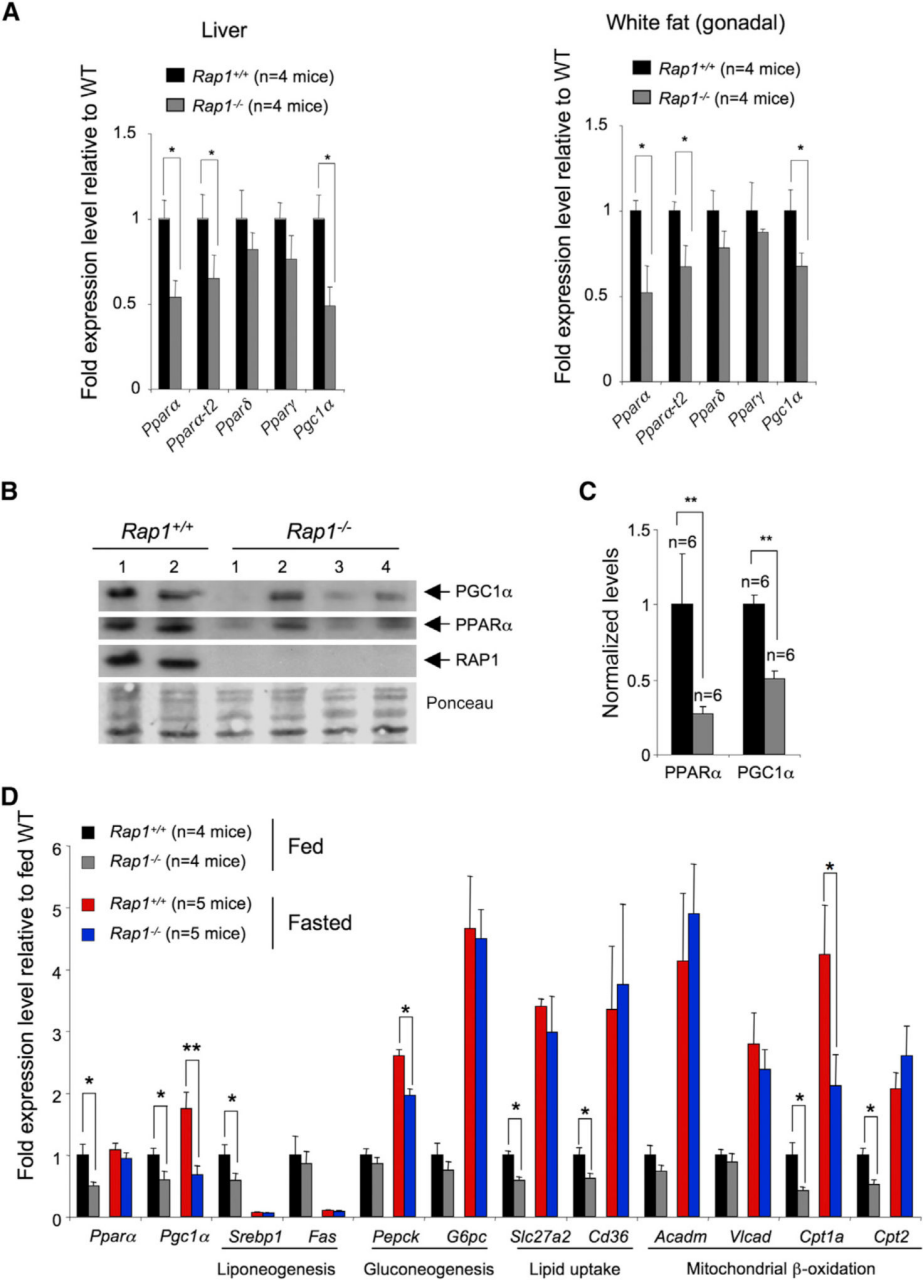
RAP1 Regulates Expression of *Pparα* and *Pgc1α* (A) qPCR analysis of the indicated genes in liver and gonadal white fat from 10-week-old wild-type and *Rap1* knockout females. Results are normalized to fed wild-type mean values. (B) Western blotting analysis of PGC1α, PPARα, and RAP1 protein levels in liver samples from wild-type and *Rap1* knockout females. (C) Quantification of PGC1α and PPARα protein levels in liver. Results are normalized to wild-type mean values. (D) qPCR analysis of the indicated genes in liver samples from 10-week-old wild-type and *Rap1* knockout females, which were either fed or after 24 hr fasting. The metabolic processes affected by the analyzed genes are indicated. Results are normalized to wild-type cells. Sample size (n) is indicated in each case. Error bars represent SD. Statistical significance was determined by two-tailed Student’s t test. *p < 0.05; **p < 0.01. See also Figures S3–S6.

**Figure 7:**
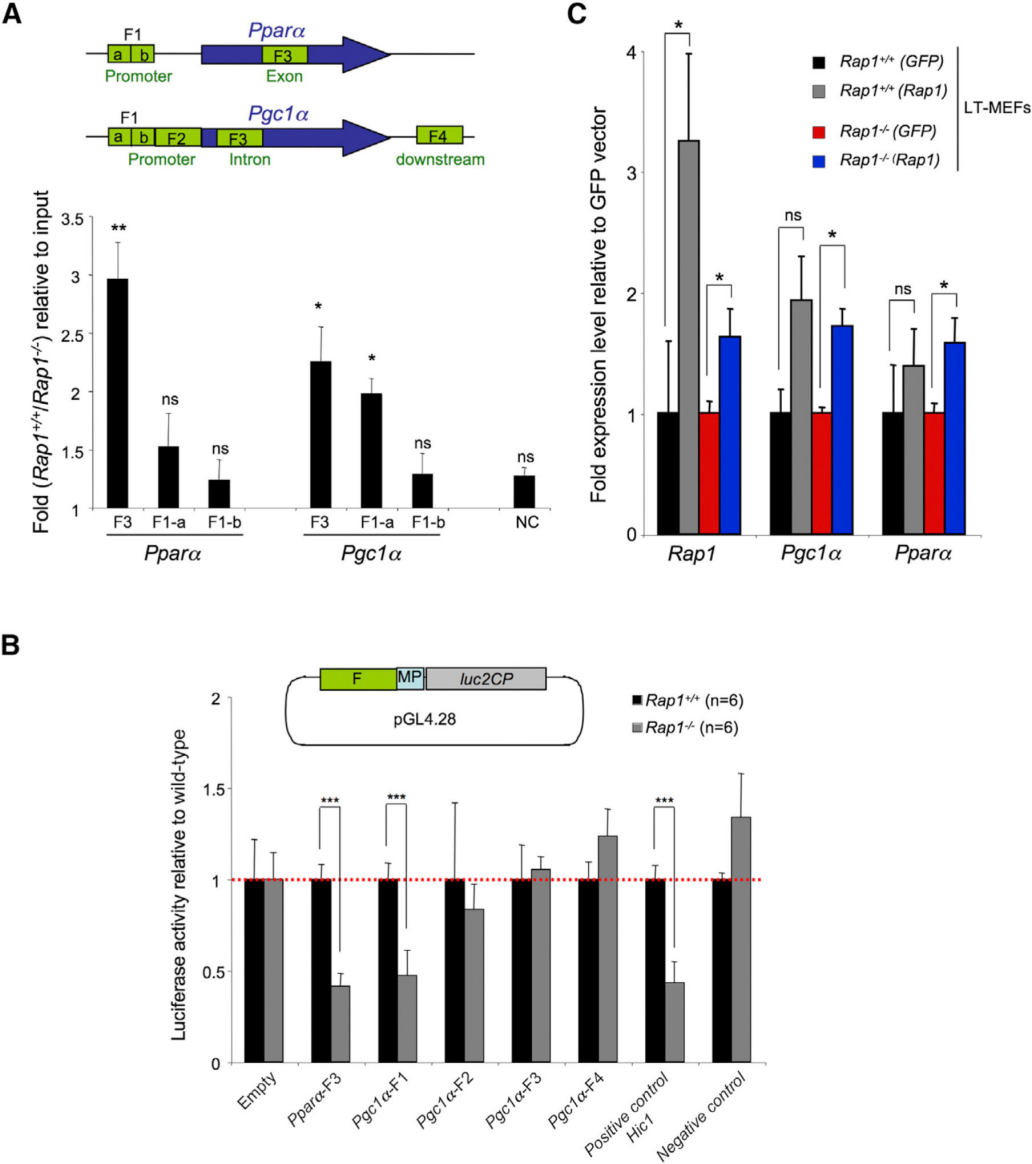
RAP1 Protects from Obesity through Regulating the Expression of *Pparα* and *Pgc1α* (A) ChIP of RAP1 and qPCR of different genomic DNA regions of *Pparα* and *Pgc1α* loci in wild-type and *Rap1*^−/−^ liver samples. A schematic representation of the analyzed fragments is depicted. F1 and F2 in *Pparα* and in *Pgc1α* loci were chosen based on the observed enrichment in regulatory elements in the upstream regulatory region of each gene (see Figure S7). F1-a and F1-b refer to different parts of F1. F3 and F4 in *Pparα* and in *Pgc1α* contain RAP1-binding peaks previously identified by ChIP-seq analysis (Martinez et al., 2010). Values correspond to the ratio between the percent immunoprecipitated DNA with respect to the input in the wild-type and *Rap1*^−/−^ liver samples. Three independent mice were analyzed per genotype. (B) Luciferase activity in wild-type and *Rap1* knockout LT-immortalized MEFs. A genomic fragment within *Pparα*-coding sequence (F3), two genomic fragments within the *Pgc1α* promoter (F1 and F2), one fragment located in a *Pgc1α* intron (F3), and other fragments downstream the *Pgc1α* gene (F4) were cloned upstream of a minimal promoter driving luciferase expression (schematic representation as in A). A genomic fragment within the *Hic1* locus and an aleatory-chosen genomic fragment not identified in ChIP-seq were used as positive and negative control, respectively (Martinez et al., 2010). The constructs were subsequently transfected into LT-immortalized MEFs. Results were normalized to the activity obtained in cells transfected with the empty vector. (C) *Rap1* transgenic expression in *Rap1*^−/−^ immortalized MEFs rescues *Pgc1α* and *Pparα* expression. LT-immortalized *Rap1*^+/+^ and *Rap1*^−/−^ MEFs were electrophorated with PTT3-RAP1 vector and with the vector harboring GFP as a negative control. Results are normalized with regards to expression levels in cells expressing GFP. Error bars represent SD. Statistical significance was determined by two-tailed Student’s t test. *p < 0.05; **p < 0.01; ***p < 0.001. See also Figure S7.

How the deposited data were processed for this re-analysis (not part of the article)

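Gene expression was measured in adult liver of *Rap1*-deficient and wild-type mice on 4 Agilent 2-colour arrays, 3 with the *Rap1*-deficient liver in Cy5 and 1 dye swap. The labels number the swap 1, and it was taken as the swap of replicate 1. They give 30 weeks of age and no sex, and the sex and the age of 34 weeks are the paper's. RNA integrity numbers are given in the labels as a range over all samples.
The authors deposited each scan as spot intensities from Agilent Feature Extraction, version 10.7.3.1 by the headers, where the paper's methods give another version. The deposited scans hold median spot intensities and local background intensities of both dyes, as scanned. They also hold the authors' processed intensities, which the software had background-subtracted, detrended and dye-normalized within the array, and the deposited log10 ratio of Cy5 over Cy3, not turned for the dye swap. Mean spot intensities, which the plan had named, were not among the deposited columns, and the median intensities were used. The authors' value table holds log2 ratios per probe, which their processing notes credit to limma. Its column medians were 0.000826 for the dye swap and -0.01, -0.02 and -0.02 for replicates 1, 2 and 3. Set against the deposited ratios of each scan, the sign of its dye-swapped column was found to be turned already, so the scale, the centring and the direction of the value table are settled, and its background correction and normalization are not given in the sources used here.
Each array held 62976 spots, of which 59305 were not controls, for 55681 probes. The deposited median intensities were background-corrected with normexp (offset 50) and normalized by loess within each array with control spots at weight 0, in limma 3.58.1 under R 4.3.3. Repeated spots of a probe were averaged after spots with an outlier flag had been left out, which removed 5 probes. The sign of the dye-swapped array was turned, and its log2 ratios were averaged with those of replicate 1. A probe was tested where at least 0.5 of its spots were well above background, by the flags of the authors' software, on every array in at least 1 genotype. This kept 27509 probes (49.4%), and no spot was saturated. Between 50.1% and 56.4% of the spots of a channel were well above background, and the number of arrays limits the precision.
Probes carry accessions and no gene names. 26056 probes were named by accession through a RefSeq table of the mouse assembly GRCm38.p6 and 92 through the paper's Table S4 (47.0% in all), and 29533 stayed without a name. The tested probes held 13245 named genes, each represented in lists by its probe with the highest mean intensity.
Differences were tested with limma (lmFit and eBayes, intercept over 3 pairs) and adjusted by Benjamini-Hochberg over all tested probes, with an FDR under 0.15 as in the paper. Fold changes against a genotype that was well above background on 0 of 4 arrays are given as bounds, from channel values after loess and quantile normalization of the mean intensities. Of 55 gene lists, 52 had at least 5 measured genes and were tested with camera (preset inter-gene correlation 0.01, adjusted p under 0.05), with the correlation estimated from the data and with fry as alternatives. The lists on growth hormone signaling, sex-biased genes and major urinary proteins were written from genes seen in Table S4. The text names genes by a rule: the genes that the paper names for liver, the 12 named genes with the largest increases and the 12 with the largest decreases that had the same direction in all 3 pairs, and up to 4 members with the smallest p in each list reported. Values in Table S4 had been seen when the rule was written. In that table, decimal points lost from 405 of 740 entries were restored, and its 671 distinct probes and 618 distinct names match the paper's text. Its log2 fold change lay within 0.005 of the mean of the 4 columns of the value table for 658 of these probes.
The reading of the dye swap as replicate 1 was checked by its correlation with each replicate's difference from the other 2, which was 0.05, -0.04 and -0.02. These correlations are too small to tell which replicate was swapped, so the reading rests on the number in the labels. The test was run on simulated data with 27509 probes, of which 200 were changed. Over 3 pairs it recovered 78% of changes of 1 and 97% of changes of 2 on the log2 scale, with 18 false calls. With a simulated dye bias per probe that was smaller on the swapped array, as the spreads of the arrays are, it made 67 false calls, and the dye term made 120. Under this bias, 28.4% of probes had an unadjusted p under 0.05 over 3 pairs, against 6.18% without dye bias and 34.0% in the real data. The simulation gave 243 calls in all, against 9488 in the real data. Its false calls therefore set no bound on those that dye bias may cause in the real data. Among 50 simulated lists, camera with the preset correlation recovered all 5 that were shifted, with 18 false calls once the genes of each list shared a part of their variation and 0 otherwise, and with an estimated correlation it recovered 0 of 5.
The alternatives tried were no background correction, Agilent's processed signals, median centring, quantile normalization of mean intensities, scaling between arrays, no filter on dim probes, a filter on both channels, 5 other treatments of the dye-swapped array (left out, as a replicate of its own, averaged with replicate 2 or 3, and a dye term over the 4 arrays), no replicate block, the authors' value table, leaving out each replicate, an FDR under 0.05, and the mean over the probes of a gene. A count of changed probes with the same direction on all 4 arrays was added after seeing the data. The white fat arrays, the livers of young fasted females, the qPCR and the proteome (iTRAQ) have no data among those used here and were left out.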

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

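The tests on dye bias, on the direction of the dye-swapped array, on Y-linked genes and on adipose tissue were chosen only after the results were seen, as were the lists written from genes in Table S4, which comes from these arrays.
The dye-swapped array stood far from the other 3 in the SD of its log2 ratios (0.24) and in its mean correlation with them (-0.27), by a test that chance meets in about 1 of 20 groups. An array turned the wrong way is argued against by *Terf2ip*, whose lower probe had a log2 ratio of -1.68 on it after the sign was turned. Genotype as the only source is argued against because 36.2% of the changed probes had the same direction on it. A dye bias of single probes may account for much of the pattern: over 3027 genes with 2 probes, the mean of the 3 arrays correlated with the dye-swapped array at r = -0.29 on the same probe and at r = 0.0633 on the other probe of the gene (95% bootstrap interval of the difference 0.305 to 0.391). Between 2 probes of a gene, the part of the ratio shared by both dye orientations correlated at r = 0.48 and the part that turned with the dye at r = 0.21.
Lists outside those the paper discusses also passed, and growth hormone and STAT5 response genes (mean log2 fold change -0.47, adjusted p = 0.00185) and male-biased liver genes (-0.42, adjusted p = 0.00204) were the lowest with the major urinary proteins (-0.69, adjusted p = 0.00204), with adjusted p = 0.685, 0.685 and 0.902 with an estimated correlation (ranges over the alternatives 1.47e-06 to 0.685, 1.47e-06 to 0.685 and 3.16e-08 to 0.902). On the dye-swapped array the first 2 lists had means of -0.51 and -0.46, against -0.45 and -0.39 on the other 3 arrays. With the dye term they had -0.48 and -0.42 and passed (adjusted p = 1.47e-05 and 7.77e-06). Each of the 2 lists had 10 genes lower and 0 higher with the dye term. For the genes of these 2 lists, the values argue against dye bias as the only source, which would turn the sign on the dye-swapped array. They do not settle how the genes were chosen, because the lists were written from genes seen in Table S4. That table averages the dye-swapped array too, and 160 of its 174 probes listed as down were lower there. A male among the wild-type livers is argued against by 0 of 5 Y-linked probes above background on any array. The choice of list genes from Table S4, which averages all 4 arrays, stays open: the 29 members of the 2 lists that are not in Table S4 had a mean of -0.0428 (6 lower and 8 higher, adjusted p = 0.376 from camera over these and the 52 lists), and -0.12 on the dye-swapped array and -0.07 with a dye term (adjusted p = 0.0513), although leaving out Table S4 removes the strongest changes by construction. The difference in body weight between the genotypes, which the paper reports, is an untested biological explanation.
*Cd36* rose by 2.80. Adipose tissue in the dissected liver is argued against because the mean of 2 adipose transcripts (*Cfd* and *Fabp4*) was -0.57 in replicate 3 and 0.0514 in replicate 2, where *Cd36* had 2.93 and 3.03, and 1.66 in replicate 1, where it had 2.42. Dye bias as the only source is argued against by its ratio of 1.15 on the dye-swapped array. An effect of genotype on *Cd36* in these livers is therefore a hypothesis, found and tested on the same data.
Lipid droplet protein genes had a mean log2 fold change of 0.33 (adjusted p = 0.00532, 0.685 with an estimated correlation, 0.000378 to 0.685 over all alternatives) and 0.30 on the dye-swapped array. Glutathione transferase and metabolism genes had a mean of 0.36 (adjusted p = 0.00589, 0.685 with an estimated correlation, 0.00138 to 0.685 over all alternatives) and 0.01 on the dye-swapped array. Cholangiocyte markers had a mean of 0.33 (adjusted p = 0.00522, 0.685 with an estimated correlation, 0.000351 to 0.685 over all alternatives) and 0.28 there. Adipocyte markers, of which 14 were above background in these livers, had a mean of 0.53 (adjusted p = 0.0189, 0.902 with an estimated correlation, 0.000173 to 0.902 over all alternatives) and 0.70 there, and did not pass without replicate 1 (adjusted p = 0.314), without the dye-swapped array (adjusted p = 0.0889) or with median centring (adjusted p = 0.0566). *Cd36*, with a log2 fold change of 2.80, is among these markers.
The signs of 3 pairs make 4 patterns, too few for a share under 0.05. The real pattern gave 9488 changed probes, the highest of the other 3 gave 0 by limma (with 23 to 349 probes at an unadjusted p under 0.05), and 1 of 4 patterns gave as many. It gave 13 lists past the threshold, the highest of the others gave 28, and 4 of 4 patterns gave as many. This may come from a structure of the samples or from variation that the genes of a list share, under which the preset correlation gave 18 false list calls on simulated data, and the 2 were not tested apart.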

How the results depend on the processing

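The count of changed probes with the same direction on all 4 arrays (3317, 1664 higher and 1653 lower) was chosen after seeing the data. Set against the main setting, no result that passed in either of the 2 turned the direction of its test, although the mean of the complement list with a dye term and that of the insulin list with median centring changed sign. Against 9488 changed probes (5717 higher, 3771 lower), leaving out the dye-swapped array gave 14493 (6375 lower), keeping it as a replicate of its own 83 (27 higher, 56 lower), a dye term 1844 (1268 higher, 576 lower), an FDR under 0.05 2490 (1751 probes higher, 739 probes lower) and median centring 6482 (797 lower). Median centring moved the median log2 fold change of all tested probes to 0.17, against 0.03. Leaving out 1 replicate gave from 7 (without replicate 2) to 12595 changed probes (without replicate 1) and 2751 without replicate 3, from 1 to 7266 higher and from 6 to 5329 lower. The 2 livers of a pair shared an array, and the deviations of their channels from the genotype means correlated at -0.09, 0.13 and 0.20 for replicates 1, 2 and 3. Without the pairing (no replicate block), 10607 probes changed and 13 lists passed, and the other alternatives gave 8062 to 10102 changed probes. Against 13 lists (10 higher, 3 lower), 20 passed with Agilent's processed signals (16 higher), 23 without the filter on dim probes (18 higher, 5 lower), 19 with the authors' value table (16 higher), 18 with a dye term (5 lower), 1 with fry (1 higher, 0 lower) and 0 with an estimated correlation (0 higher, 0 lower), where camera gave 2 lists an unadjusted p under 0.05. Leaving out 1 replicate gave 16 to 21 lists, 13 to 18 higher and 3 to 5 lower. The list that passed with fry was PPAR signaling (adjusted p = 0.00579). Its pair means of 0.23, 0.25 and 0.26 lay close together after the 2 arrays of replicate 1, at 0.45 and 0.00329, had been averaged. The PPAR signaling list (mean 0.25) did not pass with an estimated correlation (mean 0.25, adjusted p = 0.685, range over its alternatives 0.00075 to 0.685). The PPARα target genes had a mean of 0.22 and did not pass with an estimated correlation (adjusted p = 0.902) or with fry (adjusted p = 0.346). Leaving out 1 replicate moved their mean from 0.0551 (without replicate 1, adjusted p = 0.514) to 0.33. The *Terf2ip* probes had log2 fold changes of -1.92 to -1.81 and 0.91 to 1.01 with 1 replicate left out, and did not pass without replicate 2 (adjusted p = 0.186 and 0.267, ranges over the alternatives 0.000428 to 0.186 and 0.00151 to 0.267). The directions of Table S4 with the authors' value table, and the comparison of PPAR genes by RAP1 peak with the mean over probes, came out as in the main setting. Over all single genes named and alternatives, 1146 comparisons kept the call, 139 lost the call and 6 gained it, and over the other lists 899, 31 and 70. Of those that did not pass in either setting, 27 comparisons of genes and 38 of lists turned direction, 1 and 5 of them with a dye term. The cause was not tested, apart from fewer pairs where a replicate was left out. Signal over background limits the test to 49.4% of the probes.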

Differences from the paper's values

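Among these comparisons, the count with the same direction on all 4 arrays was the one chosen only after the result was seen. At the paper's FDR under 0.15, the paper's text gives 671 changed probes and 9488 passed here. The paper's 618 genes stand against 8224 distinct names here. In the paper's Table S4, 497 distinct probes are up and 174 are down, against 5717 higher and 3771 lower here. Of the alternatives set before the data were examined, none brings any of these 4 counts within 1.5 times the paper's, and neither does the count with the same direction on all 4 arrays, which was chosen after seeing the values. For 42 probes of genes named here, the log2 fold change lay within the SD over the 3 pairs of the paper's Table S4 value, which averages the same arrays in another way, with 0 opposite signs.
The paper reports higher expression of cholesterol and steroid metabolism genes by gene ontology. Here 8 of 26 cholesterol synthesis genes were higher and 8 lower (adjusted p = 0.799), and 11 of 45 steroid metabolism genes were higher and 15 lower (adjusted p = 0.763), and neither list passed under any alternative. The paper's gene set enrichment calls branched chain amino acid degradation, glycerolipid metabolism, glycolysis and Toll-like receptor signaling, whose lists had an adjusted p of 0.0591, 0.0535, 0.0867 and 0.0591 here. The first passed with Agilent's processed signals, median centring, no filter on dim probes, a filter on both channels, the dye-swapped array as a replicate of its own or averaged with replicate 2 or 3, a dye term, and without replicate 2 or 3. The list for glycerolipids passed with no background correction, Agilent's processed signals, scaling between arrays, no filter, a filter on both channels, the dye-swapped array averaged with replicate 2, the authors' value table, the mean over probes, and without replicate 1, 2 or 3. The list for glycolysis passed with no filter, a filter on both channels, a dye term, and without replicate 2, and the Toll-like receptor list with no background correction, Agilent's processed signals, no filter, a filter on both channels, the authors' value table, the mean over probes, and without replicate 1 or 2. The paper's enrichment also has propanoate and pyruvate metabolism as higher and linoleic acid metabolism as lower. Here propanoate, pyruvate and the joint arachidonic and linoleic acid list had an adjusted p of 0.379, 0.379 and 0.365. Of these, propanoate passed with a dye term (adjusted p = 0.028) and without replicate 3 (adjusted p = 0.0483). All these lists were written from general knowledge, since the paper's gene sets are not among the sources used here. The paper lists complement and coagulation genes as lower, against a mean of 0.03 here (adjusted p = 0.727), and the list passed as lower with a dye term (adjusted p = 0.0139, range over the alternatives 0.0139 to 0.903). The paper lists ribosome sets as lower and double-strand break sets as higher, and the lists of ribosomal proteins (mean -0.00368, adjusted p = 0.509) and of double-strand break response (mean -0.05, adjusted p = 0.385) here passed under no alternative.
The paper reports lower *Pgc1α* expression in liver by qPCR. Its gene *Ppargc1a* had log2 fold changes of 0.13 (adjusted p = 0.335) and -0.06 (adjusted p = 0.627) on 2 array probes here, and the brighter one passed under no alternative. In young fed females, the paper also reports lower *Pparα*, *Srebp1*, *Cd36*, *Slc27a2*, *Cpt1* and *Cpt2* by qPCR. In these older livers, the brightest probes of *Ppara* (0.80), *Srebf1* (0.96), *Cd36* (2.80), *Slc27a2* (1.03) and *Cpt1a* (0.42) were higher. *Srebf1* and *Cpt1a* had -0.09 and -0.18 on the dye-swapped array. *Cpt2* did not pass (0.30, adjusted p = 0.154). Whether age or obesity accounts for the difference was not tested.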

Other observations

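The lists of growth hormone, sex-biased and major urinary protein genes were chosen only after results of these arrays, in Table S4, had been seen. Genes that respond to growth hormone and STAT5 had 4 of 20 higher and 11 lower (4 and 15 when adjusted over the list alone) in *Rap1*-deficient liver, male-biased liver genes 4 of 26 higher and 12 lower (4 and 15 when adjusted over the list alone) and major urinary protein genes 1 of 10 higher and 8 lower (1 and 8 when adjusted over the list alone). Of their members, 10, 7 and 8 are in Table S4, so the directions may partly follow from the choice of genes, which stays open. The 29 members of the first 2 lists outside that table had a mean of -0.0428. *Socs2*, a feedback inhibitor of growth hormone signaling, had a log2 fold change of -1.13 (standard error 0.11), -1.32 on the dye-swapped array. *Rgs3*, a regulator of G protein signaling, had -1.26 (standard error 0.15), -1.16 on the dye-swapped array, and *Lifr*, the receptor for leukemia inhibitory factor, had -1.38 (standard error 0.10), -1.33 on the dye-swapped array. *Mup3* had -1.17 (standard error 0.17), -0.63 on the dye-swapped array, whereas the pseudogene *Mup-ps12* had 1.39 (standard error 0.15), 0.96 on the dye-swapped array. *Car3*, a carbonic anhydrase, rose by 1.12 (standard error 0.13), 0.41 on the dye-swapped array. Female-biased liver genes went both ways, with 12 of 39 higher and 10 lower (13 and 10 when adjusted over the list alone) and a mean of 0.01 (adjusted p = 0.76). Without replicate 2, the 6 genes named did not pass (adjusted p of 0.267, 0.000971 to 0.267 over all alternatives).
Lipid droplet protein genes had 9 of 17 higher and 0 lower (11 and 0 when adjusted over the list alone), glutathione transferase and metabolism genes 15 of 43 higher and 3 lower (15 and 3 when adjusted over the list alone), cholangiocyte markers 7 of 16 higher and 0 lower (9 and 0 when adjusted over the list alone) and adipocyte markers 4 of 14 higher and 1 lower (5 and 1 when adjusted over the list alone). *G0s2*, an inhibitor of triglyceride lipase, had a log2 fold change of 0.79 (standard error 0.19), 0.79 on the dye-swapped array, and *Bscl2*, which encodes the lipid droplet protein seipin, 0.61 (standard error 0.09), -0.09 on the dye-swapped array. *Cidec*, a lipid droplet protein, had 0.67 (standard error 0.22), 1.16 on the dye-swapped array. Of the glutathione genes, *Gsta2* had 0.77 (standard error 0.10), 0.94 on the dye-swapped array, and *Gsr*, glutathione reductase, 1.06 (standard error 0.16), 0.05 on the dye-swapped array. Of the cholangiocyte markers, *Wfdc2* had 0.89 (standard error 0.08), 0.91 on the dye-swapped array, and *Krt19* 0.38 (standard error 0.09), 0.28 on the dye-swapped array. The paper measured the genes of its Figure 6 by qPCR in younger females, before the onset of obesity. In the older livers used here, 7 of 17 were higher and 0 lower (8 and 0 when adjusted over the list alone). Their mean was 0.36 and 0.29 on the dye-swapped array (adjusted p = 0.0145 from camera, range over the alternatives 0.00146 to 0.685). These genes did not pass as a list with an estimated correlation (adjusted p = 0.685), without the dye-swapped array (adjusted p = 0.0689) or without replicate 1 (adjusted p = 0.148). Of these, *Pparg* had 0.51 (standard error 0.08), 0.35 on the dye-swapped array and *Srebf1* 0.96 (standard error 0.29), -0.09 on the dye-swapped array, whereas *Fasn* (0.28, adjusted p = 0.528) and *Fgf21* (0.05, adjusted p = 0.922) did not pass. With a dye term, *G0s2*, *Bscl2*, *Cidec* and *Srebf1* did not pass (adjusted p = 0.17, 0.255, 0.155 and 0.345). Without replicate 1, *Cidec* had 0.33, and *Fasn* passed with 0.63 (adjusted p = 0.14, range over the alternatives 0.14 to 0.997). Without replicate 2, *Srebf1* had 0.51. Without replicate 2, the 9 genes named as changed did not pass (adjusted p from 0.267 to 0.341, 0.00112 to 0.345 over all alternatives). *G0s2*, *Krt19* and *Srebf1* did not pass without replicate 3 either (adjusted p = 0.171, 0.197 and 0.165).
The remaining lists did not pass with camera. The genes measured by qPCR for Figure 5B had 0 of 9 higher and 3 lower (0 and 0 when adjusted over the list alone) and a mean of -0.08 (adjusted p = 0.727). Acute phase genes had 9 of 29 higher and 7 lower (12 and 8 when adjusted over the list alone), with pair means of -0.13, 0.13 and 0.86 (adjusted p = 0.392). Hepatocyte markers had 8 of 29 higher and 2 lower (10 and 2 when adjusted over the list alone), with a mean of 0.18 and -0.36 on the dye-swapped array (adjusted p = 0.101, 0.0247 without replicate 1, range over the alternatives 0.0187 to 0.902). Genes of protein folding in the endoplasmic reticulum had 5 of 29 higher and 10 lower (6 and 14 when adjusted over the list alone), with a mean of 0.05, a median of -0.21 and the test pointing downwards (adjusted p = 0.101). Skeletal muscle markers had a mean of 0.04, a median of -0.10 and the test pointing downwards (adjusted p = 0.509). Oxidative phosphorylation genes had 9 of 77 higher and 8 lower (5 and 1 when adjusted over the list alone), with an adjusted p of 0.76. As measured, higher, lower and adjusted p, ketone body genes had 9, 2, 0 and 0.379, p53 targets 22, 2, 0 and 0.76, proliferation genes 27, 1, 4 and 0.582, shelterin genes 6, 2, 1 and 0.379 (with *Terf2ip* itself among the higher, through its probe A_55_P2094079), clock genes 19, 3, 3 and 0.799 and immediate early genes 21, 3, 6 and 0.509. In the same order, markers of T and NK cells had 16, 2, 1 and 0.379, of B and plasma cells 10, 2, 2 and 0.727, of neutrophils 8, 0, 0 and 0.526, of endothelium 22, 5, 2 and 0.695, of pancreatic acini 10, 0, 1 and 0.243 and of erythrocytes and platelets 11, 0, 0 and 0.379. Of these, proliferation and immediate early genes passed without replicate 3 (adjusted p = 0.00555 and 0.0286, ranges over the alternatives 0.00555 to 0.946 and 0.0286 to 0.902), and erythrocyte and platelet markers without replicate 2 (adjusted p = 0.0323, range 0.0323 to 0.902). Markers of pancreatic acini and genes of protein folding also passed under other alternatives (ranges 0.00207 to 0.902 and 0.0478 to 0.902).
Around *Terf2ip*, an interval derived from the 129SV strain could change neighbouring genes in *Rap1*-deficient mice. The mean absolute log2 fold change of the 40 measured genes nearest to it lay at percentile 45.9 of windows of that size, which argues against it. Of these genes, 2 passed with a dye term, against 6.86% of all named genes. PPAR signaling genes with a RAP1 peak by the paper's Table S7 had a mean log2 fold change of 0.32 over 35 genes, and those without of 0.15 over 27 (permutation test across genes, p = 0.31). The peaks come from fibroblasts by that table. With the mean over the probes of a gene, the difference was 0.16 (permutation p = 0.332), against 0.17.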
